# Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver

**DOI:** 10.1371/journal.pone.0039006

**Published:** 2012-07-12

**Authors:** Kai Connie Wu, Julia Yue Cui, Curtis D. Klaassen

## Abstract

Nuclear factor erythroid 2-related factor 2 (Nrf2) is a transcription factor that induces a battery of cytoprotective genes in response to oxidative/electrophilic stress. Kelch-like ECH associating protein 1 (Keap1) sequesters Nrf2 in the cytosol. The purpose of this study was to investigate the role of Nrf2 in regulating the mRNA of genes encoding drug metabolizing enzymes and xenobiotic transporters. Microarray analysis was performed in livers of Nrf2-null, wild-type, Keap1-knockdown mice with increased Nrf2 activation, and Keap1-hepatocyte knockout mice with maximum Nrf2 activation. In general, Nrf2 did not have a marked effect on uptake transporters, but the mRNAs of organic anion transporting polypeptide 1a1, sodium taurocholate cotransporting polypeptide, and organic anion transporter 2 were decreased with Nrf2 activation. The effect of Nrf2 on cytochrome P450 (Cyp) genes was minimal, with only Cyp2a5, Cyp2c50, Cyp2c54, and Cyp2g1 increased, and Cyp2u1 decreased with enhanced Nrf2 activation. However, Nrf2 increased mRNA of many other phase-I enzymes, such as aldo-keto reductases, carbonyl reductases, and aldehyde dehydrogenase 1. Many genes involved in phase-II drug metabolism were induced by Nrf2, including glutathione *S*-transferases, UDP- glucuronosyltransferases, and UDP-glucuronic acid synthesis enzymes. Efflux transporters, such as multidrug resistance-associated proteins, breast cancer resistant protein, as well as ATP-binding cassette g5 and g8 were induced by Nrf2. In conclusion, Nrf2 markedly alters hepatic mRNA of a large number of drug metabolizing enzymes and xenobiotic transporters, and thus Nrf2 plays a central role in xenobiotic metabolism and detoxification.

## Introduction

Nuclear factor erythroid 2-related factor 2 (Nrf2) is a transcription factor that induces a battery of cytoprotective genes in response to oxidative/electrophilic stress. Under physiological conditions, Nrf2 is bound to its repressor Kelch-like ECH associating protein 1 (Keap1) in the cytosol. Keap1 functions as an adapter protein that retains Nrf2 in the cytoplasm by interacting with the cytoskeleton, and it facilitates degradation of Nrf2 by binding with Cullin 3-based E3 ligase, a protein complex that ubiquitinates Nrf2 protein for degradation by proteasomes [1]. Upon oxidative/electrophilic stimuli, multiple amino acid residues of the Keap1 protein are modified, which leads to a conformational change of the Keap1 protein structure and disruption of Keap1-Nrf2 binding [2]. Once released from Keap1, Nrf2 translocates into the nucleus, heterodimerizes with small musculo-aponeurotic fibrosarcoma proteins, binds to antioxidant response elements (ARE) in the promoter of numerous genes, and promotes transcription of target genes [3].

The role of Nrf2 in protecting against oxidative and electrophilic stress has been well established, and the majority of genes involved in antioxidant defense have been identified as Nrf2 target genes in various models. For example, genes that are involved in direct reduction of reactive oxygen species (ROS), including superoxide dismutase, catalase, and glutathione peroxidases are induced by Nrf2 [4]. Genes involved in reduction of oxidized proteins, such as thioredoxin-1, thioredoxin reductase-1, and sulfuredoxin, are also Nrf2-target genes [5]. Genes encoding enzymes that synthesize glutathione (GSH), the most abundant cellular thiol resource, namely γ-glutamate-cysteine ligase catalyze subunit (Gclc) and the modifier subunit (Gclm), as well as glutathione synthase (Gss), are known to be Nrf2 target genes. In addition, genes involved in generation of NADPH, the co-substrate to reduce oxidized GSH, such as glucose-6-phosphate dehydrogenase (G6pd) and malic enzyme (Me1), are induced upon Nrf2 activation [5], [6].

Advanced techniques have recently increased the ability to investigate the Keap1-Nrf2 pathway. Chromatin-immunoprecipitation of Nrf2 binding sites with parallel sequencing (ChIP-seq) comparing mouse embryonic fibroblasts (MEF) of Nrf2-null mice and wild-type mice indicated that Nrf2 also plays a role in basal expression of genes involved in cell proliferation [7]. Proteomic analysis of proteins expressed in livers of Nrf2-null mice and wild-type mice revealed decreases in proteins involved in lipid metabolism [8]. Thus, the Keap1-Nrf2 pathway is not limited to antioxidant defense, but is shown to be a central regulator of multiple biological processes.

There is increasing recognition of the role of Nrf2 in regulating drug metabolizing enzymes as well as uptake and efflux transporters, which alter the kinetics and disposition of xenobiotics [9]. For example, Nrf2 has been shown to increase the mRNA of phase-I drug-metabolizing genes, such as NAD(P)H quinone oxidoreductase 1 (Nqo1) and Cyp2a5 [10], as well as phase-II drug-metabolizing enzymes, such as glutathione *S*-transferase and UDP-glucuronosyltransferase [11]. In addition, efflux transporters, such as Mrp3 and Mrp4, can be induced by Nrf2 [12]. Nrf2 deficiency results in decreased, whereas Nrf2 activation results in increased elimination of acetaminophen from the liver [13], and Nrf2 activation increased biliary excretion of sulfobromophthalein by inducing glutathione-*S*-transferase activity [14].

**Figure 1:**
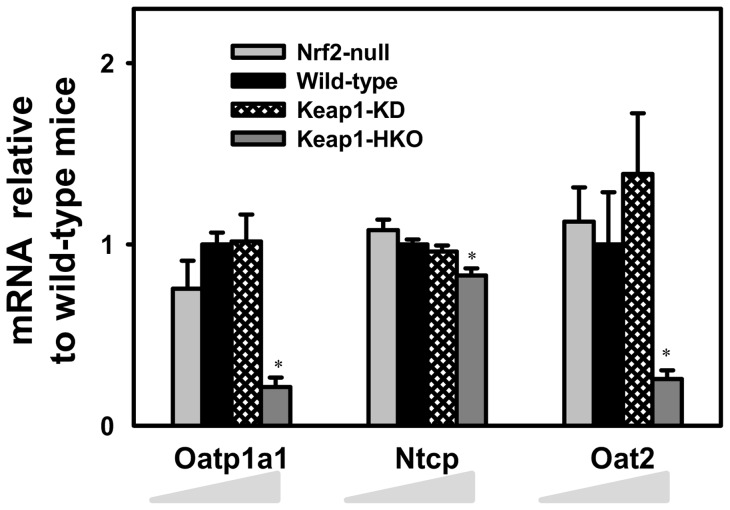
Messenger RNA expression of uptake transporters in a “gene dose-response” model. Data of Nrf2-null, Keap1-KD, and Keap1-HKO mice are normalized by the value of wild-type mice and presented as Mean ± S.E.M. of three mice per group. Asterisks (*) indicate statistically significant differences from wild-type mice (p<0.05).

Liver is the primary organ in the metabolism and detoxification of drugs and environmental toxicants. Whereas Nrf2 is known to regulate a few drug metabolizing enzymes and xenobiotic transporters, there has not been a systematic study to determine the role of Nrf2 in regulating all drug metabolizing enzymes and xenobiotic transporters in liver. In the present study, a “gene dose-response” model with graded hepatic Nrf2 activation was generated by using Nrf2-null, wild-type, Keap1-knockdown (Keap1-KD) mice with enhanced Nrf2 activation in all tissues, and Keap1-hepatocyte knockout (Keap1-HKO) mice with maximum Nrf2 activation in liver. Microarray analyses of livers of the “gene dose-response” model were performed to obtain genomic gene expression profiles to determine the role of Nrf2 in regulating each individual drug metabolizing enzyme and xenobiotic transporter.

**Figure 2:**
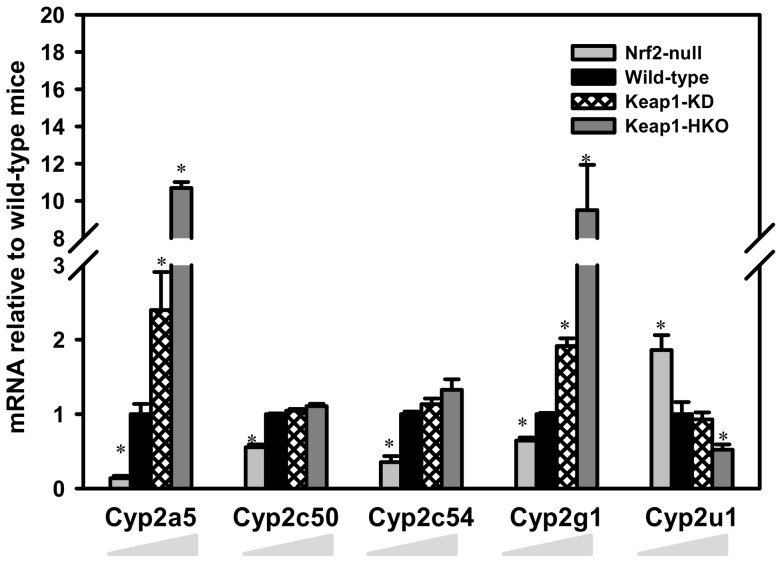
Messenger RNA expression of Cytochrome P450 phase-I drug metabolism enzymes in a “gene dose-response” model. Data of Nrf2-null, Keap1-KD, and Keap1-HKO mice are normalized by the value of wild-type mice and presented as Mean ± S.E.M. of three mice per group. Asterisks (*) indicate statistically significant differences from wild-type mice (p<0.05).

## Methods

### Reagents

All chemicals, unless otherwise specified, were purchased from Sigma-Aldrich (St Louis, MO).

### Ethics statement

Mice were housed according to guidelines of the Institutional Animal Care and Use Committee at the University of Kansas Medical Center, and procedures were carried out in compliance with standards for use of laboratory animals. Animal experiments performed in this manuscript have been approved by the Institutional Animal Care and Use Committee at the University of Kansas Medical Center (protocols 2007–1704 and 2011–1969).

### Animals and husbandry

Eight-week-old C57BL/6 male mice were used for this study. Nrf2-null mice were obtained from Dr Jefferson Chan (University of California, Irvine, CA) [15]. Keap1-KD mice were supplied by Dr Masayuki Yamamoto (Tohoku University, Sendai, Japan). In an attempt to make hepatocyte-specific Keap1-null mice, utilizing a loxP Alb-Cre system, Keap1-KD mice, in which Keap1 was decreased throughout the body, were engineered [16]. Nrf2-null and Keap1-KD mice were backcrossed into the C57BL/6 background, and >99% congenicity was confirmed by the speed congenics group at Jackson Laboratories (Bar Harbor, ME). Keap1-HKO mice were generated by crossing Keap1-KD mice and AlbCre^+^ mice which express Cre only in hepatocytes [5]. Animals were housed in a temperature-, light-, and humidity-controlled environment and had access to Teklad Rodent Diet #8604 (Harlan Laboratories, Madison, WI) and water *ad libitum*. The housing facility is an American Animal Associations Laboratory Animal Care-accredited facility at the University of Kansas Medical Center, and all procedures were approved in accordance with the Institutional Animal Care and Use Committee guidelines.

### Total RNA isolation

Total RNA was isolated using RNAzol B reagent (Tel Test, Inc., Friendswood, TX) according to the manufacturer's protocol. The concentration of total RNA in each sample was quantified spectrophotometrically at 260 nm. The integrity of each RNA sample was evaluated by formaldehyde-agarose gel electrophoresis before analysis.

### Microarray and data analysis

Gene expression in livers of Nrf2-null, WT, Keap1-KD, and Keap1-HKO mice was determined using Affymetrix Mouse 430.20 arrays by the KUMC Microarray Core Facility. Biological cRNA replicates (n = 3) of each genotype were hybridized to an individual array. Raw data CEL files were imported into the “R” program using the “affy” package, normalized by the Robust Multichip Averaging (gcRMA) package [17], and log2 transformed. The probes with intensities higher than log_2_100 in at least one group were selected for further analysis [18]. Gene annotations were obtained using GeneSpring (Agilent Technologies, Santa Clara, CA), and gene symbols were obtained from the mouse 4302 package.

### Quantification of CAR mRNA expression by RT-PCR assay

Total RNA in mouse livers was reverse transcribed into complementary DNA (cDNA) by High Capacity cDNA Archive Kit (Applied Biosystems, Foster City, CA), and the resulting cDNA was used for real-time PCR analysis using SYBR Green PCR Master Mix in 7300HT Fast Real-Time PCR System (Applied Biosystems). Oligonucleotide primers specific to mouse â-actin and CAR was described in Table S1.

### Motif analyses and transcription factor-binding site over-representation

The core sequence of Antioxidant Response Element (ARE, TGACnnnGC) was searched for in the 5′ region (up to 10 kb upstream of transcription start site) of each gene using Genamics Expression DNA Sequence Analyses Software (GENAMICS, Hamilton, New Zealand). Over-represented conserved transcription factor binding sites in genes induced by Nrf2 activation were searched for by the oPOSSUM system (http://opossum.cisreg.ca/oPOSSUM3). The over-representation was calculated on a conserved region (from 5 kb upstream to 2 kb downstream) around the transcription start site (TSS) of the drug processing genes that were induced by Nrf2, and the over-representation was calculated by comparing with the same region in a battery of drug processing genes that were not altered by Nrf2 as a background.

### Statistical analysis

Data were analyzed using a one-way ANOVA followed by Duncan's multiple range test (p≤0.05) utilizing SigmaStat Software (Systat Software Inc., San Jose, CA). n = 3 for all groups, and values are expressed as mean ± SEM.

## Results

### Uptake transporters

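Liver mRNA was measured on 12 arrays, with 3 mice of each of 4 genotypes: Nrf2-null, wild-type, Keap1-KD and Keap1-HKO. The targeted genes followed the genotypes: mRNA of Nfe2l2, which encodes Nrf2, fell by 98.9% ± 0.0442 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −6.55 (standard error 0.17, adjusted p = 1.21e-08). Keap1 mRNA fell by 77.6% ± 1.77 (SEM, n = 3) in Keap1-KD mice, a log2 fold change of −2.16 (standard error 0.15, adjusted p = 0.000179). In Keap1-HKO mice it fell by 95.6% ± 0.0462 (SEM, n = 3), a log2 fold change of −4.51 (standard error 0.15, adjusted p = 2.98e-08). Against an intensity of 100, the methods' limit for an expressed probe, Nfe2l2 was at least 4.77-fold lower in Nrf2-null mice. Keap1 was at least 2.33-fold lower in Keap1-KD and in Keap1-HKO mice. Such bounds compare mean un-logged intensities with 100, while log2 fold changes compare log2 means. Keap1 in Keap1-KD mice had an adjusted p of 3.73e-08 to 0.75 over the alternatives. The Keap1 call in Keap1-KD mice ended after a second quantile normalization (adjusted p = 0.75). The values are log2 intensities that the authors made with gcRMA, which corrects for background, normalizes by quantiles and summarizes each probe set. All probe sets in the table had a group mean above an intensity of 100 in at least 1 genotype, the filter of the methods, and the array medians lay between 8.22 and 8.37. In all, 8554 probe sets carry exactly 1 gene symbol, and the probe set with the highest mean was used for each of 5856 genes. Each genotype was compared with wild-type mice by limma on the log2 values of all 12 arrays, with p adjusted by Benjamini and Hochberg over the 5856 genes, and a gene was called at an adjusted p under 0.05. Of the 5856 genes, 1219, 892 and 1612 had all 3 arrays beyond all 3 wild-type arrays in Nrf2-null, Keap1-KD and Keap1-HKO mice, where chance gives 10%. The 24, 4 and 231 genes called were all among these, as a call itself makes likely. Percent changes are of the mean un-logged intensity against the wild-type mean, as in the figures, with the SEM of the 3 mice in percent of that mean. This SEM holds the spread of that genotype's mice only. It leaves out the error of the wild-type mean, so the percent change itself is less certain than its ± shows. Arrays of Keap1-HKO replicate 1 and Nrf2-null replicate 1 stood apart from their groups, with a mean absolute deviation of 0.785 and 0.487 on the log2 scale, against 0.063 to 0.177 for the other 10 arrays. The median of 7 pancreas enzyme genes was 13.9 and 10.9 (log2) on Keap1-HKO replicates 2 and 3, against 2.56 to 2.96 on the other 10 arrays. The median of skeletal muscle genes, a list chosen after seeing the data, was 11.0 and 9.66 on the same pair and 10.7 on Wild-type replicate 2, against 2.31 to 2.89 on the other 9 arrays. With 3 mice per genotype, small changes can miss the threshold. The fit takes 1 variance per gene over all 4 genotypes. The spread of Keap1-HKO replicate 1 and Nrf2-null replicate 1 therefore enters every comparison, that of Keap1-KD with wild-type mice included.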

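Among 12 measured uptake transporters of organic anions and cations, a family listed by symbol, Oat2 (Slc22a7) fell and Slc22a12, a urate transporter, rose in Keap1-HKO mice. Oat2 mRNA fell by 74.3% ± 4.81 (SEM, n = 3), a log2 fold change of −1.90 (standard error 0.42, adjusted p = 0.0332). Oatp1a1 (Slco1a1), which takes up organic anions, differed from wild-type mice by −77.7% ± 10.8 (SEM, n = 3), a log2 fold change of −3.02 (standard error 0.98, adjusted p = 0.139), and did not pass the test. Ntcp (Slc10a1), which takes up bile acids, differed by −17.1% ± 3.99 (SEM, n = 3), a log2 fold change of −0.27 (standard error 0.12, adjusted p = 0.26), and did not pass it either. In Keap1-HKO mice the family held 1 higher and 1 lower (3 and 2 adjusted over the list alone). At an unadjusted p under 0.05 there were 4 higher and 3 lower in these mice, and by Duncan's multiple range test 4 higher and 2 lower. Duncan's test called Ntcp lower there on log2 and on un-logged values, and Oatp1a1 only on un-logged values. No member passed in Nrf2-null or Keap1-KD mice by limma; in Nrf2-null mice at an unadjusted p under 0.05 there were 0 higher and 1 lower, and by Duncan's multiple range test 0 higher and 1 lower, and in Keap1-KD mice at an unadjusted p under 0.05 there were 0 higher and 0 lower, and by Duncan's multiple range test 0 higher and 0 lower. Slc22a7 in Keap1-HKO mice had an adjusted p of 0.00269 to 0.158 over the alternatives. The Slc22a7 call in Keap1-HKO mice ended without any 1 of 5 arrays, Wild-type replicates 2 and 3, Keap1-KD replicate 3 and Keap1-HKO replicates 1 and 3 (adjusted p = 0.0572 to 0.127), with array quality weights (adjusted p = 0.158), with only the 2 groups compared in the fit (adjusted p = 0.145) and by Duncan's multiple range test on un-logged values. Without the pair of arrays that stood apart, chosen after seeing the data, the family held 2 higher and 4 lower in Keap1-HKO mice, and the adjusted p of Slco1a1 was 0.000495 at a log2 fold change of −1.64.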

Maximum activation of Nrf2 in Keap1-HKO mice resulted in a marked decrease in mRNA of organic anion-transporting polypeptide 1 (Oatp1a1) and organic anion transporter 2 (Oat2), and a slight decrease in the mRNA of sodium taurocholate cotransporting polypeptide (Ntcp) (Fig. 1). 

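Oatp1a4 (Slco1a4), Oatp1b2 (Slco1b2) and Octn2 (Slc22a5), a carnitine transporter, did not pass the test in any of the 3 comparisons. In Keap1-HKO mice Oatp1a4 differed from wild-type mice by −31.9% ± 33.6 (SEM, n = 3), a log2 fold change of −0.76 (standard error 0.61, adjusted p = 0.474), and Oatp1b2 by −59.3% ± 17.5 (SEM, n = 3), a log2 fold change of −1.82 (standard error 0.84, adjusted p = 0.279). Octn2 differed by 82.5% ± 22.8 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of 0.85 (standard error 0.22, adjusted p = 0.0707), and all 3 arrays lay above all 3 wild-type arrays.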

The mRNA of other uptake transporters, namely Oatp1a4, Oatp1b2, organic cation transporter 1 (Oct1), and organic cation/carnitine transporter 2 (Octn2) were not changed with graded Nrf2 activation (Table S2).

### Cytochrome P450 phase-I drug-metabolizing enzymes

Cyp1, Cyp2, and Cyp3 gene families are the major cytochrome P450 enzymes that catalyze phase-I drug metabolism in humans. 

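Of 32 measured P450 enzymes of families 1 to 4, listed by symbol, few passed the test in any genotype. Nrf2-null mice had 1 higher and 2 lower (2 and 3 adjusted over the list alone), Keap1-KD mice 0 higher and 0 lower (0 and 0 adjusted over the list alone) and Keap1-HKO mice 1 higher and 1 lower (2 and 2 adjusted over the list alone). Cyp4a14, a fatty acid hydroxylase known as a PPARα target, rose in Nrf2-null mice. Its log2 fold change was 6.79 (standard error 1.01, adjusted p = 0.014). The wild-type mean lay under an intensity of 100, against which the mean un-logged intensity was at least 46.4-fold higher. Its log2 mean of 11.59 lies less far above that intensity (6.64 on the log2 scale). Cyp4v3 fell in Keap1-HKO mice with a log2 fold change of −0.72 (standard error 0.16, adjusted p = 0.0332). As a group the family lay lower in Nrf2-null mice (adjusted p = 0.0163 from camera, and adjusted p = 0.462 with an estimated correlation). It lay higher in Keap1-KD mice (adjusted p = 0.0252 from camera, and adjusted p = 0.5 with an estimated correlation). Camera at its preset correlation also called up to 46 list tests in random groupings of the arrays. Its p-values at that setting, here and below, do not exclude chance by themselves. In Keap1-KD mice, at an unadjusted p under 0.05 there were 4 higher and 0 lower, and by Duncan's multiple range test 2 higher and 0 lower. The probe set that lists Cyp2a5 lists Cyp2a4 too, so Cyp2a5 was not analysed here. Cyp4a14 in Nrf2-null mice had an adjusted p of 3.76e-05 to 0.196 over the alternatives. The Cyp4a14 call in Nrf2-null mice ended without any 1 of 4 arrays, Nrf2-null replicates 1 and 3 and Wild-type replicates 2 and 3 (adjusted p = 0.0634 to 0.087) and with only the 2 groups compared in the fit (adjusted p = 0.196). Cyp4v3 in Keap1-HKO mice had an adjusted p of 0.00269 to 0.224 over the alternatives. The Cyp4v3 call in Keap1-HKO mice ended without any 1 of 9 arrays, Nrf2-null replicates 2 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicate 3 (adjusted p = 0.0513 to 0.126), with array quality weights (adjusted p = 0.181) and with only the 2 groups compared in the fit (adjusted p = 0.224). Without the arrays Keap1-HKO replicate 1 and Nrf2-null replicate 1, which stood apart, a choice made after seeing the data, Keap1-HKO mice had 2 higher and 4 lower.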

Compared to wild-type mice, mRNA of Cyp2a5 was 76% lower in Nrf2-null mice, 139% higher in Keap1-KD mice, and 969% higher in Keap1-HKO mice (Fig. 2). The mRNA of Cyp2c50 and Cyp2c54 in Nrf2-null mice was 45 and 65% lower than in wild-type mice, respectively, but in Keap1-KD and Keap1-HKO mice the mRNA of Cyp2c50 and Cyp2c54 tended to be higher than in wild-type mice, although this was not statistically significant. 

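Cyp2c50 and Cyp2c54, P450 enzymes of liver, fell in the absence of Nrf2. Cyp2c50 mRNA fell by 44.6% ± 3.92 (SEM, n = 3), a log2 fold change of −0.86 (standard error 0.12, adjusted p = 0.0114), and Cyp2c54 mRNA fell by 64.6% ± 8.15 (SEM, n = 3), a log2 fold change of −1.57 (standard error 0.25, adjusted p = 0.0209). In Keap1-KD mice Cyp2c50 differed from wild-type mice by 4.39% ± 2.50 (SEM, n = 3) (adjusted p = 1) and Cyp2c54 by 13.2% ± 7.53 (SEM, n = 3) (adjusted p = 1). In Keap1-HKO mice the differences were 10.6% ± 3.19 (SEM, n = 3) (adjusted p = 0.48) and 32.7% ± 13.9 (SEM, n = 3) (adjusted p = 0.397). Cyp2c50 in Nrf2-null mice had an adjusted p of 3.95e-07 to 0.131 over the alternatives. The Cyp2c50 call in Nrf2-null mice ended without any 1 of 5 arrays, Nrf2-null replicates 2 and 3 and Wild-type replicates 1, 2 and 3 (adjusted p = 0.0503 to 0.0784) and with only the 2 groups compared in the fit (adjusted p = 0.131). Cyp2c54 in Nrf2-null mice had an adjusted p of 1.35e-07 to 0.21 over the alternatives. The Cyp2c54 call in Nrf2-null mice ended without any 1 of 5 arrays, Nrf2-null replicates 2 and 3 and Wild-type replicates 1, 2 and 3 (adjusted p = 0.0833 to 0.122) and with only the 2 groups compared in the fit (adjusted p = 0.21).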

Compared to wild-type mice, the mRNA of Cyp2g1 was 36% lower in Nrf2-null mice, moderately higher with a 91% increase in Keap1-KD mice, and markedly higher with a 850% increase in Keap1-HKO mice. In contrast, Cyp2u1 mRNA decreased with increased Nrf2 activation. 

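Cyp2g1 rose in Keap1-HKO mice by 850.0% ± 244 (SEM, n = 3), a log2 fold change of 3.12 (standard error 0.31, adjusted p = 0.000344). Its wild-type mean lay under an intensity of 100, against which it was at least 2.16-fold higher in Keap1-HKO mice. In Keap1-KD mice it differed by 91.4% ± 10.4 (SEM, n = 3) (adjusted p = 1) and in Nrf2-null mice by −35.6% ± 4.11 (SEM, n = 3) (adjusted p = 0.769), and neither passed the test. Cyp2g1 in Keap1-HKO mice had an adjusted p of 7.78e-07 to 0.107 over the alternatives. The Cyp2g1 call in Keap1-HKO mice ended with values raised to an intensity of at least 100 (adjusted p = 0.107).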

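In Nrf2-null mice Cyp2u1, a P450 known to hydroxylate fatty acids, differed from wild-type mice by 85.9% ± 20.0 (SEM, n = 3), a log2 fold change of 0.91 (standard error 0.25, adjusted p = 0.273). In Keap1-HKO mice it differed by −47.8% ± 7.07 (SEM, n = 3), a log2 fold change of −0.93 (standard error 0.25, adjusted p = 0.0724). In Keap1-KD mice the difference was −7.24% ± 9.28 (SEM, n = 3) (adjusted p = 1). None of the 3 passed the test, while all 3 Nrf2-null arrays lay above and all 3 Keap1-HKO arrays below all 3 wild-type arrays.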

More specifically, mRNA of Cyp2u1 was 81% higher in Nrf2-null mice and 48% lower in Keap1-HKO mice. 

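The xenobiotic-inducible enzymes Cyp1a2, Cyp2b10, Cyp2c29, Cyp3a11 and Cyp3a13 did not pass the test in any comparison. Cyp1a2 had the lowest adjusted p of these, with a log2 fold change of 0.75 (standard error 0.19, adjusted p = 0.0623) in Keap1-HKO mice, where it differed from wild-type mice by 68.5% ± 11.4 (SEM, n = 3). Cyp2b10, a target of CAR, differed by −77.5% ± 6.68 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −1.88 (standard error 0.89, adjusted p = 0.754), and by 87.0% ± 53.0 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of 1.19 (standard error 0.89, adjusted p = 0.455). For Cyp3a11, the main hepatic Cyp3a enzyme, the difference was 15.2% ± 6.79 (SEM, n = 3) in Nrf2-null mice, 18.3% ± 3.74 (SEM, n = 3) in Keap1-KD mice and −4.59% ± 8.68 (SEM, n = 3) in Keap1-HKO mice. Cyp2c29 and Cyp3a13 had log2 fold changes between −0.28 and 0.34 over the 3 comparisons.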

The mRNA of the other 22 genes encoding cytochrome P450 enzymes of the 1–4 families, including Cyp1a2, Cyp2b10, Cyp2c29, Cyp3a11, and Cyp3a13, were not altered with various expression of Nrf2 (Table S3).

### Non-p450 phase-I drug-metabolizing enzymes

Aldo-keto reductases (gene name: Akr) catalyze NADPH-dependent reduction of endogenous and xenobiotic substrates. Figure 3 illustrates the mRNA expression of the aldo-keto reductases that were significantly increased in the “gene dose-response” model. 

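Of 10 measured aldo-keto reductases, listed by symbol, 1 rose in Keap1-HKO mice and none fell (2 higher and 1 lower adjusted over the list alone). At an unadjusted p under 0.05 there were 3 higher and 1 lower in these mice, and by Duncan's multiple range test 3 higher and 1 lower. None passed by limma in Nrf2-null mice or Keap1-KD mice (0 and 0 adjusted over the list alone); in Nrf2-null mice at an unadjusted p under 0.05 there were 0 higher and 2 lower, and by Duncan's multiple range test 0 higher and 2 lower, and in Keap1-KD mice at an unadjusted p under 0.05 there were 0 higher and 0 lower, and by Duncan's multiple range test 0 higher and 0 lower. As a group the aldo-keto reductases lay lower in Nrf2-null mice, with a median log2 fold change of −0.34 (adjusted p = 0.00187 from camera, and adjusted p = 0.139 with an estimated correlation).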

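Akr1a4 (listed as Akr1a1), aldehyde reductase, had differences from wild-type mice of −21.8% ± 4.23 (SEM, n = 3) in Nrf2-null mice, 9.09% ± 5.77 (SEM, n = 3) in Keap1-KD mice and 23.9% ± 5.76 (SEM, n = 3) in Keap1-HKO mice. These are log2 fold changes of −0.36 (standard error 0.12, adjusted p = 0.537), 0.12 (standard error 0.12, adjusted p = 1) and 0.31 (standard error 0.12, adjusted p = 0.219), none past the threshold. All 3 Nrf2-null arrays lay below, and all 3 Keap1-KD and Keap1-HKO arrays above, all 3 wild-type arrays.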

Compared to wild-type mice, mRNA of Akr1a4 was 29% lower in Nrf2-null mice, 14% higher in Keap1-KD mice, and 43% higher in Keap1-HKO mice. Messenger RNA of Akr1c13 was 22% lower in Nrf2-null mice and 39% higher in Keap1-HKO mice. 

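For Akr1c13 the difference from wild-type mice was −21.8% ± 6.93 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −0.36 (standard error 0.16, adjusted p = 0.685). In Keap1-HKO mice it was 39.8% ± 2.41 (SEM, n = 3), a log2 fold change of 0.49 (standard error 0.16, adjusted p = 0.133), and in Keap1-KD mice 15.4% ± 10.0 (SEM, n = 3) (adjusted p = 1). No comparison passed the test.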

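Akr1c19 rose in Keap1-HKO mice by 142% ± 21.1 (SEM, n = 3), a log2 fold change of 1.34 (standard error 0.28, adjusted p = 0.0268). In Nrf2-null mice it differed from wild-type mice by −24.5% ± 6.62 (SEM, n = 3) (adjusted p = 0.823) and in Keap1-KD mice by 16.3% ± 14.7 (SEM, n = 3) (adjusted p = 1). Akr1b3 was not analysed here. Akr1c19 in Keap1-HKO mice had an adjusted p of 0.00362 to 0.179 over the alternatives. The Akr1c19 call in Keap1-HKO mice ended without any 1 of 5 arrays, Wild-type replicates 2 and 3, Keap1-KD replicate 3 and Keap1-HKO replicates 1 and 3 (adjusted p = 0.0503 to 0.0863), with array quality weights (adjusted p = 0.154) and with only the 2 groups compared in the fit (adjusted p = 0.179).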

Akr1b3 and Akr1c19 mRNA were increased 75 and 142% in Keap1-HKO mice over wild-type mice, respectively. 

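Akr7a5, an aflatoxin aldehyde reductase, had differences from wild-type mice of −14.0% ± 8.99 (SEM, n = 3), 18.0% ± 3.47 (SEM, n = 3) and 41.4% ± 27.0 (SEM, n = 3) in Nrf2-null, Keap1-KD and Keap1-HKO mice. The adjusted p of these was 0.823, 1 and 0.301.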

The mRNA of Akr7a5 tended to be lower in Nrf2-null mice, higher in Keap1-KD mice, and highest in Keap1-HKO mice, but these alterations were not statistically significant. Other genes in the Akr gene family, namely Akr1c6, Akr1c12, Akr1c14, Akr1d1, and Akr1e1, were not altered with graded Nrf2 activation (Table S4).

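Akr1c6, Akr1c12, Akr1c14, Akr1d1 and Akr1e1 did not pass the test in any comparison. Akr1c6, a hydroxysteroid dehydrogenase, differed by −20.4% ± 5.80 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −0.33 (standard error 0.16, adjusted p = 0.769). Akr1d1, the steroid reductase of bile acid synthesis, had a log2 fold change of −0.65 (standard error 0.58, adjusted p = 0.823) in Nrf2-null mice and a log2 fold change of −0.27 (standard error 0.58, adjusted p = 0.781) in Keap1-HKO mice. Akr1c14 had the widest spread, with a log2 fold change of −1.95 (standard error 1.02, adjusted p = 0.823) in Nrf2-null mice. Without Keap1-HKO replicate 1 and Nrf2-null replicate 1, a choice made after seeing the data, the log2 fold change of Akr1d1 in Keap1-HKO mice turned to 0.54.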

**Figure 3:**
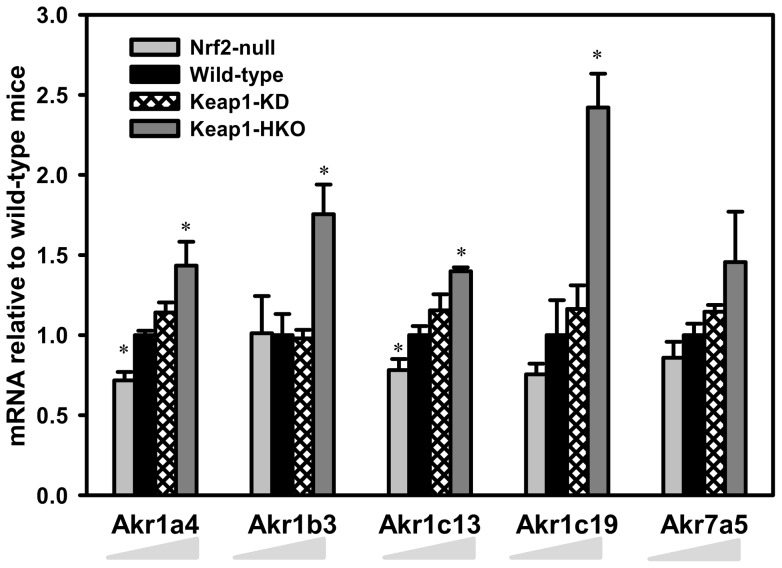
Messenger RNA expression of aldo-keto reductase in a “gene dose-response” model. Data of Nrf2-null, Keap1-KD, and Keap1-HKO mice are normalized by the value of wild-type mice and presented as Mean ± S.E.M. of three mice per group. Asterisks (*) indicate statistically significant differences from wild-type mice (p<0.05).

Carbonyl reductase 1 (Cbr1) was induced in Keap1-KD and Keap1-HKO mice 76 and 1,110%, respectively. Similarly, Cbr3 was induced 430% in Keap1-KD mice and 1318-fold in Keap1-HKO mice (Fig. 4A). 

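Cbr1, which reduces quinones and other carbonyls, rose in Keap1-HKO mice by 1112% ± 135 (SEM, n = 3), a log2 fold change of 3.64 (standard error 0.25, adjusted p = 2.07e-05). In Keap1-KD mice it differed from wild-type mice by 76.1% ± 12.5 (SEM, n = 3), a log2 fold change of 0.87 (standard error 0.25, adjusted p = 1), and did not pass the test, although all 3 arrays lay above all 3 wild-type arrays. In Nrf2-null mice the difference was −1.10% ± 8.43 (SEM, n = 3) (adjusted p = 0.971). The 3 carbonyl reductases measured, listed by symbol, held 1 higher and 0 lower (2 and 0 adjusted over the list alone) in Keap1-KD mice and 2 higher and 0 lower (2 and 0 adjusted over the list alone) in Keap1-HKO mice.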

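Cbr3 rose in both Keap1-deficient genotypes: by 431% ± 70.3 (SEM, n = 3) in Keap1-KD mice, a log2 fold change of 2.40 (standard error 0.25, adjusted p = 0.00686), and by 131851% ± 22492 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of 10.34 (standard error 0.25, adjusted p = 4.48e-09). Its wild-type mean lay under an intensity of 100, and against that intensity Cbr3 was at least 151-fold higher in Keap1-HKO mice. The Keap1-KD mean lay under the same intensity, so the rise there is between values that hold mainly background. In Nrf2-null mice the difference was −16.4% ± 9.86 (SEM, n = 3) (adjusted p = 0.823). Cbr3 in Keap1-KD mice had an adjusted p of 3.39e-05 to 1 over the alternatives. The Cbr3 call in Keap1-KD mice ended without Wild-type replicate 1 (adjusted p = 0.0574), with values raised to an intensity of at least 100 (adjusted p = 1), after a second quantile normalization (adjusted p = 0.233) and by Duncan's multiple range test on un-logged values.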

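Cbr4, a mitochondrial member of the family, differed from wild-type mice by −0.106% ± 10.1 (SEM, n = 3) in Nrf2-null mice, 17.5% ± 2.87 (SEM, n = 3) in Keap1-KD mice and 21.2% ± 3.40 (SEM, n = 3) in Keap1-HKO mice. The largest of these was a log2 fold change of 0.28 (standard error 0.15, adjusted p = 0.327).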

Cbr4 mRNA was not changed with graded Nrf2 activation (Table S3). 

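Ces1 (listed as Ces1g), a lipid-handling carboxylesterase of liver, fell by 94.6% ± 1.03 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −4.25 (standard error 0.27, adjusted p = 4.51e-05). It rose in Keap1-HKO mice by 217% ± 52.5 (SEM, n = 3), a log2 fold change of 1.64 (standard error 0.27, adjusted p = 0.00749). In Keap1-KD mice it differed from wild-type mice by 71.6% ± 13.7 (SEM, n = 3), a log2 fold change of 0.78 (standard error 0.27, adjusted p = 1), which did not pass the test. Of 9 measured carboxylesterases, listed by symbol, Nrf2-null mice had 0 higher and 1 lower (0 and 2 adjusted over the list alone) and Keap1-HKO mice 1 higher and 0 lower (1 and 0 adjusted over the list alone). In Keap1-KD mice none passed by limma (0 and 0 adjusted over the list alone); at an unadjusted p under 0.05 there were 1 higher and 0 lower, and by Duncan's multiple range test 1 higher and 0 lower. The family lay lower in Nrf2-null mice (adjusted p = 0.000321 from camera, and adjusted p = 0.266 with an estimated correlation) and higher in Keap1-KD mice (adjusted p = 0.00207 from camera, and adjusted p = 0.365 with an estimated correlation). Ces2 was not analysed here. Ces1g in Keap1-HKO mice had an adjusted p of 7.14e-05 to 0.0694 over the alternatives. The Ces1g call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0694).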

Carboxylesterase 1 (Ces1) and Ces2 mRNAs were lower in Nrf2-null mice, higher in Keap1-KD mice (71 and 61% higher, respectively), and highest in Keap1-HKO mice (216 and 219% higher, respectively). Although Ces5 mRNA tended to be lower in Nrf2-null mice, higher in Keap1-KD mice, and highest in Keap1-HKO mice, these changes were not statistically significant (Fig. 4B). 

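Ces5 (listed as Ces2e) had differences from wild-type mice of −28.1% ± 13.1 (SEM, n = 3), 26.5% ± 7.71 (SEM, n = 3) and 64.8% ± 33.6 (SEM, n = 3) in Nrf2-null, Keap1-KD and Keap1-HKO mice. In Keap1-HKO mice this was a log2 fold change of 0.71 (standard error 0.31, adjusted p = 0.259), and no comparison passed the test.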

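Ces3 (listed as Ces1d) and Ces6 (listed as Ces2a), a pair of abundant liver carboxylesterases, did not pass the test in any comparison. In Keap1-HKO mice Ces3 differed from wild-type mice by 22.7% ± 11.4 (SEM, n = 3), a log2 fold change of 0.34 (standard error 0.25, adjusted p = 0.454), and Ces6 by 57.2% ± 19.0 (SEM, n = 3), a log2 fold change of 0.79 (standard error 0.35, adjusted p = 0.263).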

Ces3 and Ces6 mRNA were not changed with graded Nrf2 activation (Table S4).

**Figure 4:**
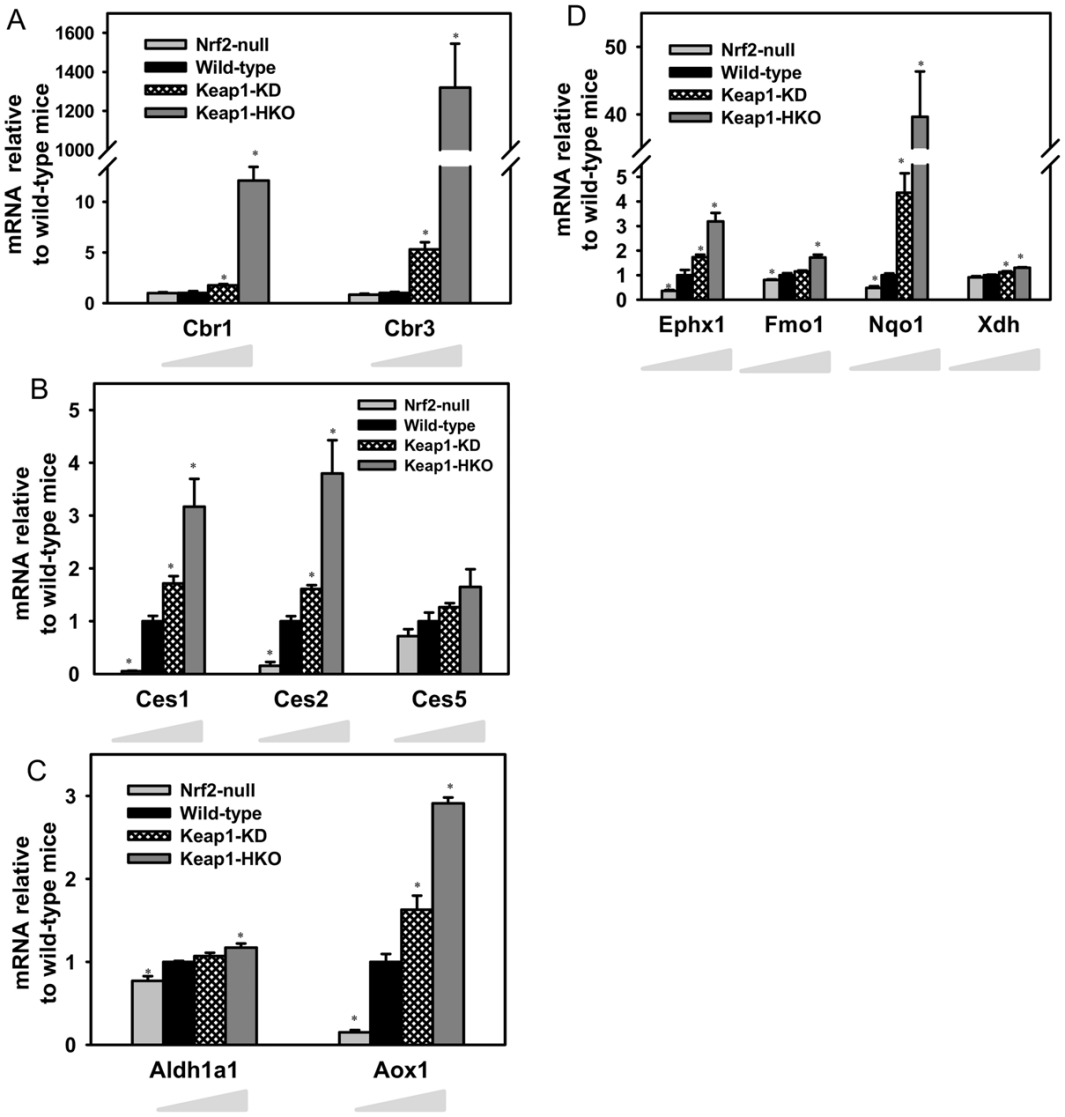
Messenger RNA expression of (A) Carbonyl reductase; (B) Carboxylesterase; (C) Aldehyde dehydrogenase and aldehyde oxidase; (D) Other non-P450 phase-I drug metabolism enzymes in “gene dose-response” model. Data of Nrf2-null, Keap1-KD, and Keap1-HKO mice are normalized by the value of wild-type mice and presented as Mean ± S.E.M. of three mice per group. Asterisks (*) indicate statistically significant differences from wild-type mice (p<0.05).

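Of 12 measured aldehyde dehydrogenases, listed by symbol, none passed the test by limma in any genotype. Adjusted over the list alone, the counts were 1 lower in Nrf2-null mice, 0 in Keap1-KD mice and 1 lower in Keap1-HKO mice. Aldh1a1, which oxidizes retinal, differed from wild-type mice by −22.9% ± 5.65 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −0.38 (standard error 0.13, adjusted p = 0.463), and by 17.3% ± 4.86 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of 0.23 (standard error 0.13, adjusted p = 0.345). Aldh5a1, which degrades GABA, differed by −38.2% ± 3.49 (SEM, n = 3) in Nrf2-null mice (adjusted p = 0.273) and Aldh8a1 by −28.7% ± 5.01 (SEM, n = 3) in Keap1-HKO mice (adjusted p = 0.0749). In Nrf2-null mice at an unadjusted p under 0.05 there were 1 higher and 4 lower, and by Duncan's multiple range test 1 higher and 4 lower. For Keap1-KD mice, at an unadjusted p under 0.05 there were 1 higher and 0 lower, and by Duncan's multiple range test 1 higher and 0 lower, and for Keap1-HKO mice, at an unadjusted p under 0.05 there were 0 higher and 2 lower, and by Duncan's multiple range test 1 higher and 2 lower. The family as a group lay lower in Nrf2-null mice (adjusted p = 0.00394 from camera, and adjusted p = 0.161 with an estimated correlation).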

Of the 13 mRNA of aldehyde dehydrogenases (Aldh1a1, Aldh1a7, Aldh1b1, Aldh1l1, Aldh2, Aldh3a2, Aldh5a1, Aldh6a1, Aldh7a1, Aldh8a1, Aldh9a1, and Aldh16a1) detected in the microarray, only Aldh1a1 mRNA was altered in the “gene dose-response” model, with Nrf2-null lower and Keap1-HKO higher than wild-type mice. 

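Aox1, an aldehyde oxidase, fell by 85.0% ± 2.74 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −2.77 (standard error 0.23, adjusted p = 0.000346), and rose in Keap1-HKO mice by 191% ± 7.06 (SEM, n = 3), a log2 fold change of 1.55 (standard error 0.23, adjusted p = 0.00481). In Keap1-KD mice it differed from wild-type mice by 63.0% ± 16.7 (SEM, n = 3), a log2 fold change of 0.70 (standard error 0.23, adjusted p = 1), and did not pass the test. Its paralog Aox3 fell by 66.9% ± 8.71 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −1.68 (standard error 0.28, adjusted p = 0.0295). It also fell by 61.5% ± 2.48 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of −1.37 (standard error 0.28, adjusted p = 0.0231). With xanthine dehydrogenase these are the 3 oxidases measured, with 0 higher and 2 lower (0 and 2 adjusted over the list alone) in Nrf2-null mice, 0 higher and 0 lower (1 and 0 adjusted over the list alone) in Keap1-KD mice and 1 higher and 1 lower (2 and 1 adjusted over the list alone) in Keap1-HKO mice. In Keap1-KD mice, where none passed by limma, at an unadjusted p under 0.05 there were 1 higher and 0 lower, and by Duncan's multiple range test 2 higher and 0 lower. Aox3 in Nrf2-null mice had an adjusted p of 5.26e-05 to 0.283 over the alternatives. The Aox3 call in Nrf2-null mice ended without any 1 of 10 arrays, Nrf2-null replicates 1 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicates 2 and 3 (adjusted p = 0.0597 to 0.162) and with only the 2 groups compared in the fit (adjusted p = 0.283). Aox3 in Keap1-HKO mice had an adjusted p of 0.0015 to 0.105 over the alternatives. The Aox3 call in Keap1-HKO mice ended without any 1 of 3 arrays, Wild-type replicates 2 and 3 and Keap1-HKO replicate 2 (adjusted p = 0.0536 to 0.105).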

The mRNA of aldehyde oxidase (gene name: Aox1) was 85% lower in Nrf2-null mice, and 63% higher in Keap1-KD mice, and 191% higher in Keap1-HKO mice (Fig. 4C). Compared to wild-type mice, mRNA of epoxide hydrolase 1 (Ephx1) was 64% lower in Nrf2-null mice, 73% higher in Keap1-KD mice, and 218% higher in Keap1-HKO mice than wild-type mice. 

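Ephx1, the microsomal epoxide hydrolase that detoxifies xenobiotic epoxides, rose in Keap1-HKO mice by 219% ± 34.3 (SEM, n = 3), a log2 fold change of 1.72 (standard error 0.26, adjusted p = 0.00481). In Nrf2-null mice it differed from wild-type mice by −64.0% ± 3.76 (SEM, n = 3), a log2 fold change of −1.42 (standard error 0.26, adjusted p = 0.0508), and in Keap1-KD mice by 73.3% ± 10.3 (SEM, n = 3), a log2 fold change of 0.85 (standard error 0.26, adjusted p = 1), and neither passed the test. In each of the 3 genotypes all arrays lay beyond all wild-type arrays. The 2 epoxide hydrolases measured held 0 higher and 0 lower (1 and 1 adjusted over the list alone) in Nrf2-null mice, 0 higher and 0 lower (1 and 0 adjusted over the list alone) in Keap1-KD mice and 1 higher and 0 lower (1 and 0 adjusted over the list alone) in Keap1-HKO mice. By limma none passed in Nrf2-null or Keap1-KD mice; in Nrf2-null mice at an unadjusted p under 0.05 there were 1 higher and 1 lower, and by Duncan's multiple range test 1 higher and 1 lower, and in Keap1-KD mice at an unadjusted p under 0.05 there were 1 higher and 0 lower, and by Duncan's multiple range test 1 higher and 0 lower. Ephx1 in Keap1-HKO mice had an adjusted p of 0.000426 to 0.0862 over the alternatives. The Ephx1 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0862).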

The mRNA of Ephx2 was not changed with graded Nrf2 activation (Table S3). 

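Ephx2, the soluble epoxide hydrolase of lipid epoxides, differed from wild-type mice by 38.1% ± 7.28 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of 0.47 (standard error 0.15, adjusted p = 0.432). Keap1-KD mice had a difference of 12.1% ± 4.18 (SEM, n = 3) (adjusted p = 1) and Keap1-HKO mice of −2.23% ± 8.79 (SEM, n = 3) (adjusted p = 0.885).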

The mRNA of Nqo1 was 52% lower in Nrf2-null mice, 335% higher in Keap1-KD mice, and 3860% higher in Keap1-HKO mice than wild-type mice. 

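Nqo1, a quinone reductase widely used as a marker of Nrf2 activity, rose in Keap1-KD mice by 336% ± 78.9 (SEM, n = 3), a log2 fold change of 2.09 (standard error 0.29, adjusted p = 0.0373), and in Keap1-HKO mice by 3866% ± 669 (SEM, n = 3), a log2 fold change of 5.28 (standard error 0.29, adjusted p = 2.61e-06). In Nrf2-null mice it differed from wild-type mice by −51.9% ± 7.20 (SEM, n = 3), a log2 fold change of −1.08 (standard error 0.29, adjusted p = 0.273), and did not pass the test. The wild-type mean lay under an intensity of 100, against which Nqo1 was at least 1.15-fold higher in Keap1-KD mice and at least 10.5-fold higher in Keap1-HKO mice. With Nqo2, the 2 quinone oxidoreductases held 0 higher and 0 lower (0 and 1 adjusted over the list alone) in Nrf2-null mice, 1 higher and 0 lower (1 and 0 adjusted over the list alone) in Keap1-KD mice and 1 higher and 0 lower (1 and 0 adjusted over the list alone) in Keap1-HKO mice. In Nrf2-null mice, where none passed by limma, at an unadjusted p under 0.05 there were 0 higher and 1 lower, and by Duncan's multiple range test 0 higher and 1 lower. Nqo1 in Keap1-KD mice had an adjusted p of 3.39e-05 to 1 over the alternatives. The Nqo1 call in Keap1-KD mice ended without any 1 of 9 arrays, Nrf2-null replicates 2 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicate 3 (adjusted p = 0.0737 to 0.29), with values raised to an intensity of at least 100 (adjusted p = 1), after a second quantile normalization (adjusted p = 0.0926), with an intensity trend in the prior variance (adjusted p = 0.0583) and by Duncan's multiple range test on un-logged values. It also ended with a replicate block (adjusted p = 0.084), which takes replicate number as a pairing.

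**Figure D1:**
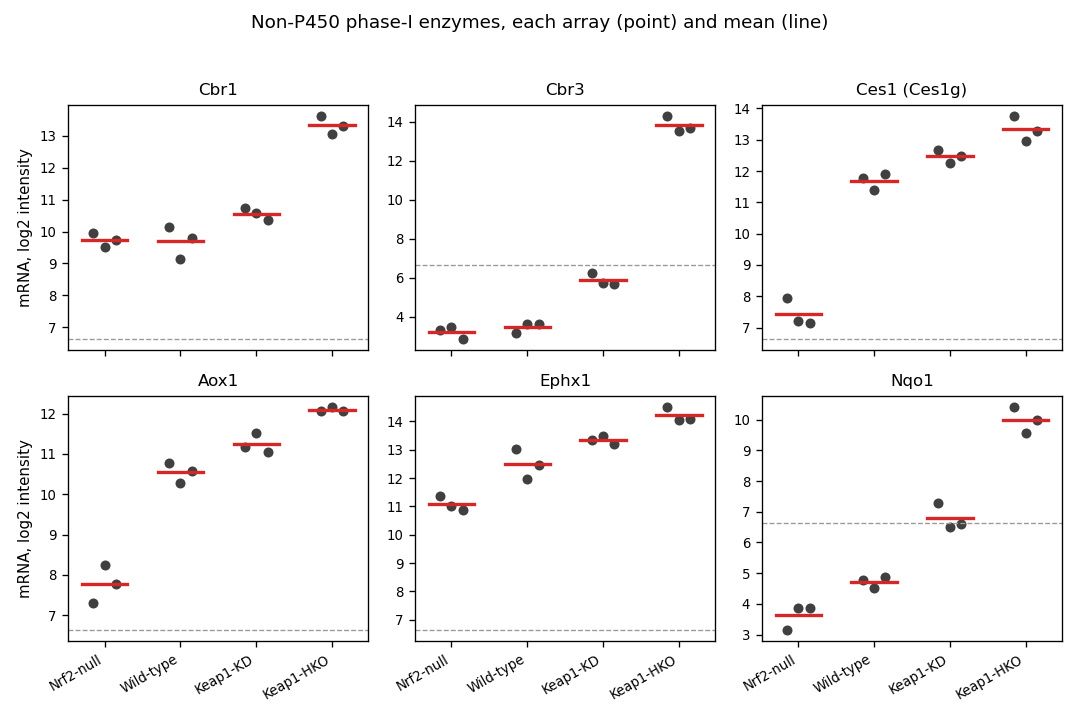
Log2 intensity of Cbr1, Cbr3, Ces1 (Ces1g), Aox1, Ephx1 and Nqo1 by genotype, where each point is 1 array and each line the mean of 3; the dashed line marks an intensity of 100. Ces1g and Aox1 lie lower in Nrf2-null mice, and each of the 6 genes lies higher in Keap1-HKO mice than in wild-type mice, by 1.55 (Aox1) to 10.34 (Cbr3) on the log2 scale. The wild-type means of Cbr3 and Nqo1 lie under the dashed line, against which the rises are at least 151-fold and 10.5-fold.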

The mRNA of Nqo2 was not changed with graded Nrf2 activation (Table S3). 

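Nqo2 mRNA differed from wild-type mice by 1.78% ± 3.07 (SEM, n = 3), −9.17% ± 9.37 (SEM, n = 3) and 5.96% ± 16.3 (SEM, n = 3) in Nrf2-null, Keap1-KD and Keap1-HKO mice. In Keap1-HKO mice this was a log2 fold change of 0.05 (standard error 0.21, adjusted p = 0.883). The other probe sets of Nqo2, with means of 8.96 and 7.12 on the log2 scale against 9.01, gave −33.9% and −4.97% in Nrf2-null mice. In Keap1-HKO mice they gave −27.9% and −44.9%, so a lack of change there is not shown by all probe sets.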

The mRNA of Fmo1 and Xdh was slightly increased in Keap1-HKO mice over that in wild-type mice (Fig. 4D), whereas the mRNA of Fmo5 was not altered with graded Nrf2 activation (Table S4).

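Fmo1, a flavin-containing monooxygenase, rose in Keap1-HKO mice by 71.7% ± 11.4 (SEM, n = 3), a log2 fold change of 0.78 (standard error 0.14, adjusted p = 0.0124). Xdh, which makes uric acid from xanthine, differed from wild-type mice by 30.3% ± 2.06 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of 0.38 (standard error 0.11, adjusted p = 0.0993), and did not pass the test. Fmo5 differed by −3.36% ± 3.52 (SEM, n = 3) (adjusted p = 0.896). The 2 flavin monooxygenases measured held 1 higher and 0 lower (1 and 0 adjusted over the list alone) in Keap1-HKO mice. Of 5 measured alcohol dehydrogenases, listed by symbol, Keap1-HKO mice had 0 higher and 1 lower (0 and 1 adjusted over the list alone): Adh6-ps1 fell with a log2 fold change of −2.26 (standard error 0.36, adjusted p = 0.00642), at least 1.02-fold lower against an intensity of 100. None passed by limma in Nrf2-null or Keap1-KD mice; in Nrf2-null mice at an unadjusted p under 0.05 there were 0 higher and 1 lower, and by Duncan's multiple range test 0 higher and 1 lower, and in Keap1-KD mice at an unadjusted p under 0.05 there were 0 higher and 0 lower, and by Duncan's multiple range test 0 higher and 0 lower. Fmo1 in Keap1-HKO mice had an adjusted p of 0.000258 to 0.17 over the alternatives. The Fmo1 call in Keap1-HKO mice ended without any 1 of 2 arrays, Wild-type replicates 2 and 3 (adjusted p = 0.0637 to 0.0655) and with only the 2 groups compared in the fit (adjusted p = 0.17). Adh6-ps1 in Keap1-HKO mice had an adjusted p of 0.000204 to 0.78 over the alternatives. The Adh6-ps1 call in Keap1-HKO mice ended with values raised to an intensity of at least 100 (adjusted p = 0.78) and with only the 2 groups compared in the fit (adjusted p = 0.0805).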

### Phase-II drug metabolizing enzymes and transporters

Of the 25 mouse glutathione *S*-transferases (Gst), 18 Gsts were detected in the microarray, and 11 of them were decreased in the absence of Nrf2, and/or induced with Nrf2 activation (Fig. 5A). 

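Glutathione S-transferases, which conjugate electrophiles with glutathione, had members that rose in Keap1-HKO mice and members that fell in Nrf2-null mice. Of 20 measured members, microsomal ones included and listed by symbol, 7 rose and 0 fell in Keap1-HKO mice (9 and 0 adjusted over the list alone), and 3 fell and 0 rose in Nrf2-null mice (8 lower and 0 higher adjusted over the list alone). In Keap1-KD mice none passed by limma (4 higher adjusted over the list alone); at an unadjusted p under 0.05 there were 5 higher and 0 lower, and by Duncan's multiple range test 5 higher and 0 lower. As a group the family lay higher in Keap1-HKO mice (adjusted p = 1.2e-08 from camera, and adjusted p = 0.26 with an estimated correlation) and in Keap1-KD mice (adjusted p = 1.06e-09 from camera, and adjusted p = 0.243 with an estimated correlation). It lay lower in Nrf2-null mice (adjusted p = 1.87e-05 from camera, and adjusted p = 0.416 with an estimated correlation). Gsta4, which conjugates lipid aldehydes, rose in Keap1-HKO mice by 279% ± 33.2 (SEM, n = 3), a log2 fold change of 1.97 (standard error 0.27, adjusted p = 0.00287). Gstm2 rose by 292% ± 52.9 (SEM, n = 3), a log2 fold change of 1.97 (standard error 0.33, adjusted p = 0.00856), and microsomal Mgst3 by 468% ± 149 (SEM, n = 3), a log2 fold change of 2.46 (standard error 0.37, adjusted p = 0.00481). Gsta3, Gstm6 and Gstp1 had log2 fold changes of 0.13 (standard error 0.13, adjusted p = 0.527), 0.91 (standard error 0.38, adjusted p = 0.233) and 0.09 (standard error 0.10, adjusted p = 0.576) in Keap1-HKO mice and Gstt3 of 1.61 (standard error 0.45, adjusted p = 0.0927). The probe set that lists Gsta1 lists other genes too, and Gsta1 was not analysed here. Without the 2 arrays that stood apart, Keap1-HKO replicate 1 and Nrf2-null replicate 1, a choice made after seeing the data, 6 members fell in Nrf2-null mice. Gsta4 in Keap1-HKO mice had an adjusted p of 0.000196 to 0.0506 over the alternatives. The Gsta4 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0506). Mgst3 in Keap1-HKO mice had an adjusted p of 0.000227 to 0.0694 over the alternatives. The Mgst3 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0694).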

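Gsta2, Gstm1 and Gstm3 were the members that fell in Nrf2-null mice. Gsta2 fell by 85.1% ± 0.809 (SEM, n = 3), a log2 fold change of −2.63 (standard error 0.38, adjusted p = 0.0129). Gstm1 fell by 78.2% ± 4.58 (SEM, n = 3), a log2 fold change of −2.18 (standard error 0.32, adjusted p = 0.0129), and Gstm3 fell by 92.4% ± 1.1 (SEM, n = 3), a log2 fold change of −3.63 (standard error 0.42, adjusted p = 0.00321). Gstm4 differed from wild-type mice by −54.9% ± 12.0 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −1.19 (standard error 0.31, adjusted p = 0.257), and Gstm2 by −62.4% ± 7.55 (SEM, n = 3) (adjusted p = 0.163). Gsta2 in Nrf2-null mice had an adjusted p of 4.23e-05 to 0.127 over the alternatives. The Gsta2 call in Nrf2-null mice ended without any 1 of 4 arrays, Nrf2-null replicates 1 and 3 and Wild-type replicates 1 and 3 (adjusted p = 0.062 to 0.087), with only the 2 groups compared in the fit (adjusted p = 0.127) and by Duncan's multiple range test on un-logged values. Gstm1 in Nrf2-null mice had an adjusted p of 1.32e-05 to 0.21 over the alternatives. The Gstm1 call in Nrf2-null mice ended without any 1 of 4 arrays, Nrf2-null replicates 2 and 3 and Wild-type replicates 1 and 3 (adjusted p = 0.0604 to 0.0786), with only the 2 groups compared in the fit (adjusted p = 0.21) and by Duncan's multiple range test on un-logged values. Gstm3 in Nrf2-null mice had an adjusted p of 1.32e-05 to 0.691 over the alternatives. The Gstm3 call in Nrf2-null mice ended with probe sets without a suffix preferred (adjusted p = 0.691) and by Duncan's multiple range test on un-logged values.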

The most marked changes in Nrf2-null mice were the 87% decrease in Gsta2, 76% decrease in Gstm1, and 81% decrease in Gstm3. In comparison to wild-type mice, the most marked inductions of Gsts were the 890% increase of Gsta2, 3,000% increase of Gstm3, and 820% increase of Gstm4 in Keap1-HKO mice. 

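In Keap1-HKO mice Gstm3 rose by 1543% ± 84.7 (SEM, n = 3), a log2 fold change of 4.15 (standard error 0.42, adjusted p = 0.000442), and Gstm4 by 828% ± 98.2 (SEM, n = 3), a log2 fold change of 3.25 (standard error 0.31, adjusted p = 0.000286). Gsta2 rose by 559% ± 45.9 (SEM, n = 3), a log2 fold change of 2.83 (standard error 0.38, adjusted p = 0.00287), and Gstm1, an abundant hepatic member, by 477% ± 21.8 (SEM, n = 3), a log2 fold change of 2.60 (standard error 0.32, adjusted p = 0.00153). In Keap1-KD mice the differences were 299% ± 132 (SEM, n = 3) for Gstm3 (adjusted p = 0.5), 171% ± 11.8 (SEM, n = 3) for Gstm4 (adjusted p = 0.5) and 177% ± 78.8 (SEM, n = 3) for Gsta2 (adjusted p = 0.784), and none passed the test. The other probe set of Gstm3, without a suffix and with a mean of 5.3 on the log2 scale, gave 5776% in Keap1-HKO mice, and without Wild-type replicate 1 the first gave 2185%. The mean of 5.3 lies under an intensity of 100 (6.64 on the log2 scale). The 5776% may thus be against a wild-type level at background. The other probe sets of Gstm1 gave 187%, 863% and 488% in Keap1-HKO mice.

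**Figure D2:**
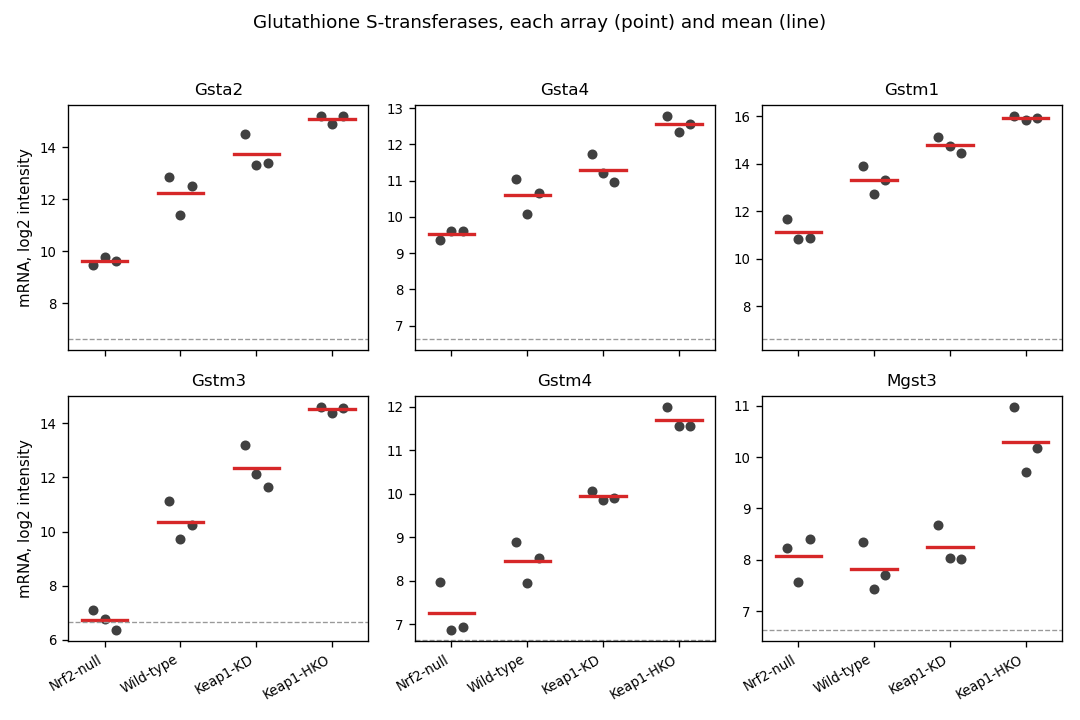
Log2 intensity of Gsta2, Gsta4, Gstm1, Gstm3, Gstm4 and Mgst3 by genotype, where each point is 1 array and each line the mean of 3; the dashed line marks an intensity of 100. All 3 Keap1-HKO arrays lie above all 3 wild-type arrays for each gene, and the means differ by 1.97 (Gsta4) to 4.15 (Gstm3) on the log2 scale.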

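Gstk1, Gstm5, Gstm7, Gsto1, Gstt1, Gstt2 and Gstz1 did not pass the test in any comparison. Gsto1, omega class, differed from wild-type mice by 48.6% ± 7.87 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of 0.57 (standard error 0.16, adjusted p = 0.0825), with all 3 arrays above all 3 wild-type arrays. Gstt2, theta class, differed by 110.2% ± 58.8 (SEM, n = 3), a log2 fold change of 1.00 (standard error 0.43, adjusted p = 0.254). For the others the log2 fold change in Keap1-HKO mice lay between −0.04 (Gstm7) and 0.23 (Gstk1).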

Graded Nrf2 activation had no effect on the other 7 Gsts, namely Gstk1, Gstm5, Gstm7, Gsto1, Gstt1, Gstt2, Gstz1 (Table S5).

**Figure 5:**
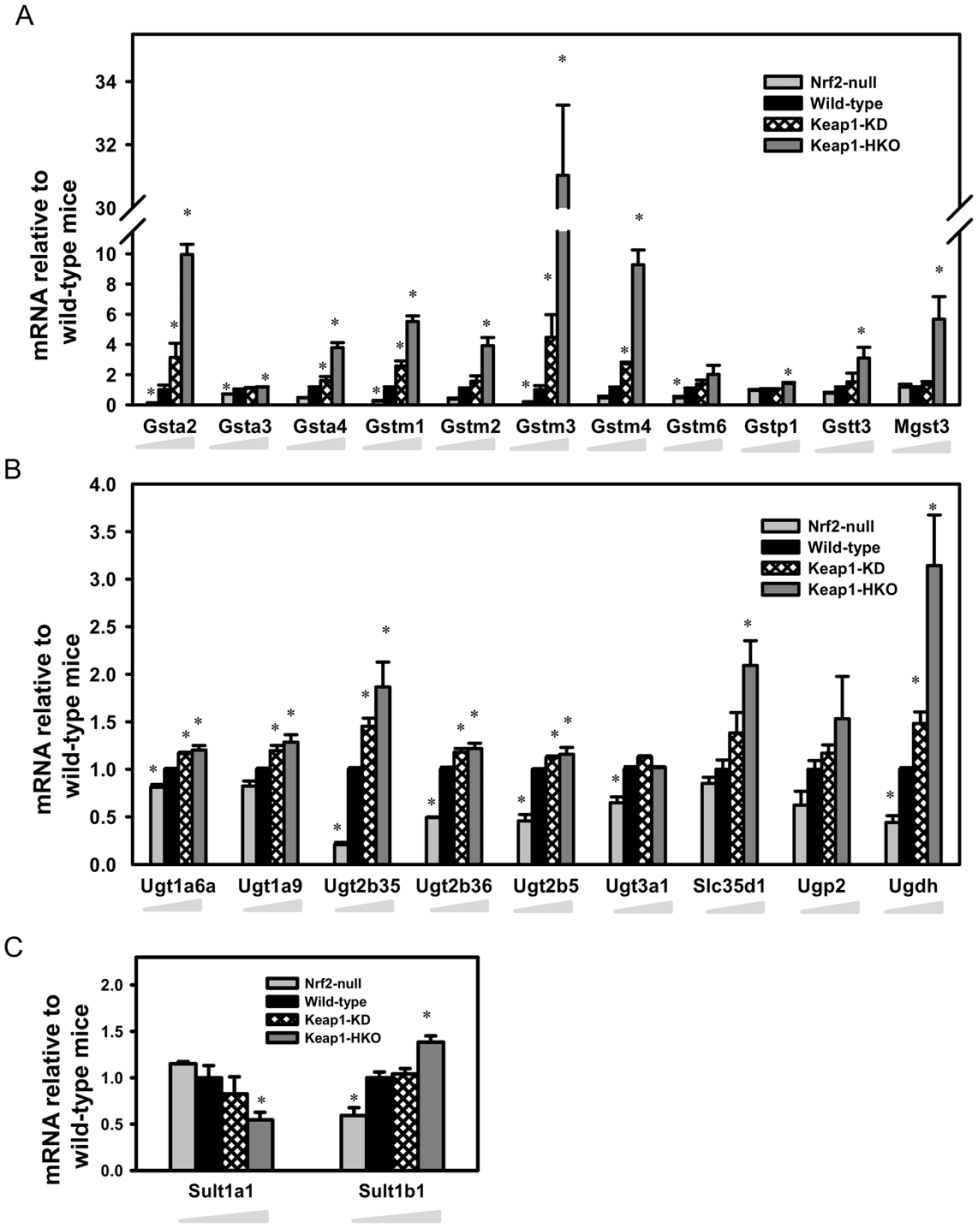
Messenger RNA expression of genes encoding (A) Glutathione *S*-transferase; (B) UDP- glucuronosyltransferase and related enzymes and transproters; (C) Sulfotransferases in a “gene dose-response” model. Data of Nrf2-null, Keap1-KD, and Keap1-HKO mice are normalized by the value of wild-type mice and presented as Mean ± S.E.M. of three mice per group. Asterisks (*) indicate statistically significant differences from wild-type mice (p<0.05).

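Of 9 measured UDP-glucuronosyltransferases, listed by symbol, 3 fell in Nrf2-null mice and 1 rose in Keap1-HKO mice. Nrf2-null mice had 0 higher and 3 lower (0 and 6 adjusted over the list alone) and Keap1-HKO mice 1 higher and 0 lower (1 and 0 adjusted over the list alone). In Keap1-KD mice none passed by limma (0 adjusted over the list alone); at an unadjusted p under 0.05 there were 1 higher and 0 lower, and by Duncan's multiple range test 2 higher and 0 lower. As a group the family lay lower in Nrf2-null mice, with a median log2 fold change of −0.78 (adjusted p = 8.98e-10 from camera, and adjusted p = 0.103 with an estimated correlation). In Keap1-HKO mice the median was −0.14 (adjusted p = 0.899 from camera, and adjusted p = 0.958 with an estimated correlation). Without Keap1-HKO replicate 1 and Nrf2-null replicate 1, which stood apart, a choice made after seeing the data, 3 rose in Keap1-HKO mice.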

Graded Nrf2 activation had less of an effect on mRNA profile of UDP-glucuronosyltransferases (Ugt). Of the 21 mouse Ugts, 13 Ugts were detected in the microarray, and 6 were lower without Nrf2, and/or increased with Nrf2 activation (Fig. 5B). 

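Probe sets that list Ugt1a6a and Ugt1a9 list other Ugt1a genes too, and these were not analysed here. Ugt3a1 differed from wild-type mice by −30.4% ± 10.4 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −0.56 (standard error 0.19, adjusted p = 0.518). The members Ugt2a3, Ugt2b1, Ugt2b34 and Ugt3a2 did not pass the test in any comparison, and in Nrf2-null mice their log2 fold changes lay between −0.90 (Ugt2b34) and −0.45 (Ugt2a3). The log2 fold change of Ugt2b34 in Keap1-HKO mice was −0.18 (standard error 0.51, adjusted p = 0.834) and turned to 0.46 without Keap1-HKO replicate 1 and Nrf2-null replicate 1, a choice made after seeing the data.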

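Ugt2b35 fell by 79.2% ± 2.45 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −2.29 (standard error 0.21, adjusted p = 0.000688). Ugt2b36 fell by 50.8% ± 0.685 (SEM, n = 3), a log2 fold change of −1.02 (standard error 0.11, adjusted p = 0.00202), and Ugt2b5, which glucuronidates steroids, fell by 54.3% ± 6.80 (SEM, n = 3), a log2 fold change of −1.17 (standard error 0.19, adjusted p = 0.0219). Ugt2b5 in Nrf2-null mice had an adjusted p of 4.2e-06 to 0.257 over the alternatives. The Ugt2b5 call in Nrf2-null mice ended without any 1 of 7 arrays, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicate 3 (adjusted p = 0.0504 to 0.124) and with only the 2 groups compared in the fit (adjusted p = 0.257).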

The most marked changes in the Ugts in Nrf2-null mice were the 80% lower expression of Ugt2b35, 51% lower Ugt2b36, and 55% lower Ugt2b5 than in the wild-type mice. 

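In Keap1-HKO mice Ugt2b35 rose by 86.7% ± 26.1 (SEM, n = 3), a log2 fold change of 0.87 (standard error 0.21, adjusted p = 0.0481), close to the threshold. Ugt2b36 differed from wild-type mice by 21.9% ± 5.48 (SEM, n = 3) (adjusted p = 0.206) and Ugt2b5 by 15.9% ± 7.17 (SEM, n = 3) (adjusted p = 0.51). Ugt2b35 in Keap1-HKO mice had an adjusted p of 2.14e-05 to 0.199 over the alternatives. The Ugt2b35 call in Keap1-HKO mice ended without any 1 of 10 arrays, Nrf2-null replicates 2 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicates 2 and 3 (adjusted p = 0.0637 to 0.167) and with only the 2 groups compared in the fit (adjusted p = 0.199).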

The most marked increase was 87% of Ugt2b35 in Keap1-HKO mice. UDP-glucose pyrophosphorylase 2 (Ugp2) and UDP-glucose dehydrogenase (Ugdh) are the two enzymes that synthesize UDP-glucuronic acid from glucose. Although Ugp2 mRNA tended to be lower in Nrf2-null mice, higher in Keap1-KD mice, and highest in Keap1-HKO mice, the changes were not statistically significant. In contrast, Ugdh mRNA was significantly lower in Nrf2-null mice (56%), higher in Keap1-KD mice (48%), and highest in Keap1-HKO mice (214%). 

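Ugp2 had differences from wild-type mice of −34.6% ± 13.4 (SEM, n = 3) in Nrf2-null mice, 11.8% ± 9.59 (SEM, n = 3) in Keap1-KD mice and 43.7% ± 37.2 (SEM, n = 3) in Keap1-HKO mice. The first was a log2 fold change of −0.67 (standard error 0.38, adjusted p = 0.823) and the last a log2 fold change of 0.42 (standard error 0.38, adjusted p = 0.512).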

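Ugdh rose in Keap1-HKO mice by 214% ± 53.2 (SEM, n = 3), a log2 fold change of 1.6 (standard error 0.25, adjusted p = 0.00642). In Nrf2-null mice it differed from wild-type mice by −55.9% ± 7.17 (SEM, n = 3), a log2 fold change of −1.21 (standard error 0.25, adjusted p = 0.107), and in Keap1-KD mice by 48.2% ± 12.1 (SEM, n = 3), a log2 fold change of 0.56 (standard error 0.25, adjusted p = 1), and neither passed the test, although all arrays of both genotypes lay beyond all wild-type arrays. Ugdh in Keap1-HKO mice had an adjusted p of 2.05e-05 to 0.0703 over the alternatives. The Ugdh call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0703).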

The solute carrier family 35 member D1 (Slc35d1) is the transporter that imports UDP-glucuronic acid into the endoplasmic reticulum for glucuronidation of substrates. Slc35d1 mRNA was 110% higher in Keap1-HKO mice than in wild-type mice. 

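Slc35d1 rose in Keap1-HKO mice by 128% ± 19.9 (SEM, n = 3), a log2 fold change of 1.18 (standard error 0.18, adjusted p = 0.00526). It differed by −28.0% ± 7.34 (SEM, n = 3) in Nrf2-null mice (adjusted p = 0.563) and by 36.1% ± 14.0 (SEM, n = 3) in Keap1-KD mice (adjusted p = 1). The 3 genes of UDP-glucuronic acid supply, listed by symbol, held 0 higher and 0 lower (0 and 2 adjusted over the list alone) in Nrf2-null mice, 0 higher and 0 lower (0 and 0 adjusted over the list alone) in Keap1-KD mice and 2 higher and 0 lower (2 and 0 adjusted over the list alone) in Keap1-HKO mice. In Nrf2-null mice at an unadjusted p under 0.05 there were 0 higher and 2 lower, and by Duncan's multiple range test 0 higher and 2 lower, and in Keap1-KD mice at an unadjusted p under 0.05 there were 1 higher and 0 lower, and by Duncan's multiple range test 1 higher and 0 lower. Slc35d1 in Keap1-HKO mice had an adjusted p of 5.55e-05 to 0.0505 over the alternatives. The Slc35d1 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0505).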

For the sulfotransferases (Sults), Sult1b1 was higher, whereas Sult1a1 was lower with graded Nrf2 activation (Fig. 5C). 

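Sult1b1, which sulfates thyroid hormones and phenols, differed from wild-type mice by −40.7% ± 8.49 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −0.78 (standard error 0.19, adjusted p = 0.203), and by 38.3% ± 6.82 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of 0.47 (standard error 0.19, adjusted p = 0.224). The phenol sulfotransferase Sult1a1 differed by −45.3% ± 8.02 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of −0.88 (standard error 0.28, adjusted p = 0.136), and by 15.0% ± 2.41 (SEM, n = 3) in Nrf2-null mice (adjusted p = 0.834). Of 5 measured sulfotransferases, listed by symbol, none passed by limma in any genotype (1 lower in Nrf2-null mice adjusted over the list alone). In Keap1-HKO mice at an unadjusted p under 0.05 there were 1 higher and 1 lower, and by Duncan's multiple range test 1 higher and 1 lower; in Nrf2-null mice at an unadjusted p under 0.05 there were 0 higher and 1 lower, and by Duncan's multiple range test 0 higher and 1 lower. For Keap1-KD mice, at an unadjusted p under 0.05 there were 0 higher and 0 lower, and by Duncan's multiple range test 0 higher and 0 lower.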

Messenger RNA of Sult1d1 and Sult5a1 did not change with graded Nrf2 activation (Table S5).

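Sult1d1, which sulfates catecholamines, had a log2 fold change of −1.55 (standard error 0.87, adjusted p = 0.352) in Keap1-HKO mice, where it differed from wild-type mice by −52.2% ± 19.9 (SEM, n = 3). Sult5a1 differed by −30.0% ± 21.4 (SEM, n = 3) in the same mice (adjusted p = 0.451), and neither passed the test in any comparison.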

### Efflux transporters

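Of 5 measured Mrp transporters, which export conjugates from the hepatocyte, Mrp2, Mrp3, Mrp4 and Mrp9 rose in Keap1-HKO mice. The family, listed by symbol, held 0 higher and 1 lower (0 and 1 adjusted over the list alone) in Nrf2-null mice, 1 higher and 0 lower (2 and 0 adjusted over the list alone) in Keap1-KD mice and 4 higher and 0 lower (4 and 0 adjusted over the list alone) in Keap1-HKO mice. As a group it lay lower in Nrf2-null mice (adjusted p = 0.00679 from camera, and adjusted p = 0.172 with an estimated correlation). It lay higher in Keap1-KD mice (adjusted p = 0.000196 from camera, and adjusted p = 0.0963 with an estimated correlation) and in Keap1-HKO mice (adjusted p = 9.12e-08 from camera, and adjusted p = 0.0574 with an estimated correlation). Mrp3 (Abcc3), which exports glucuronides into blood, fell by 86.9% ± 2.22 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −2.90 (standard error 0.30, adjusted p = 0.00147). It rose in Keap1-HKO mice by 249% ± 51.9 (SEM, n = 3), a log2 fold change of 1.84 (standard error 0.30, adjusted p = 0.00743). In Keap1-KD mice it differed from wild-type mice by 96.8% ± 3.71 (SEM, n = 3) (adjusted p = 1). Mrp2 (Abcc2), the canalicular exporter of conjugates, rose in Keap1-HKO mice by 64.0% ± 12.3 (SEM, n = 3), a log2 fold change of 0.71 (standard error 0.14, adjusted p = 0.0198). Abcc2 in Keap1-HKO mice had an adjusted p of 0.00063 to 0.194 over the alternatives. The Abcc2 call in Keap1-HKO mice ended without any 1 of 4 arrays, Wild-type replicates 2 and 3 and Keap1-HKO replicates 2 and 3 (adjusted p = 0.0516 to 0.0965) and with only the 2 groups compared in the fit (adjusted p = 0.194). Abcc3 in Nrf2-null mice had an adjusted p of 2.86e-07 to 0.0531 over the alternatives. The Abcc3 call in Nrf2-null mice ended with only the 2 groups compared in the fit (adjusted p = 0.0531) and by Duncan's multiple range test on un-logged values. Abcc3 in Keap1-HKO mice had an adjusted p of 0.000286 to 0.0943 over the alternatives. The Abcc3 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0943).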

For efflux transporters, Nrf2 activation increased 5 out of 6 ATP-binding cassette sub-family C (Mrp, Abcc) members detected by microarray. 

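Mrp4 (Abcc4), a sinusoidal exporter of bile acids and sulfates, rose in Keap1-KD mice by 174% ± 21.3 (SEM, n = 3), a log2 fold change of 1.45 (standard error 0.17, adjusted p = 0.0108), and in Keap1-HKO mice by 10879.5% ± 781 (SEM, n = 3), a log2 fold change of 6.78 (standard error 0.17, adjusted p = 4.48e-09). Mrp9 (Abcc12) rose in Keap1-HKO mice by 2138% ± 371 (SEM, n = 3), a log2 fold change of 4.45 (standard error 0.19, adjusted p = 3.41e-07). Both wild-type means lay under an intensity of 100, against which Mrp4 was at least 1.05-fold higher in Keap1-KD mice and at least 42.2-fold higher in Keap1-HKO mice, and Mrp9 at least 1.28-fold higher in Keap1-HKO mice. In Nrf2-null mice Mrp4 differed from wild-type mice by −5.55% ± 7.60 (SEM, n = 3) and Mrp9 by −6.67% ± 5.14 (SEM, n = 3). Abcc4 in Keap1-KD mice had an adjusted p of 0.000161 to 1 over the alternatives. The Abcc4 call in Keap1-KD mice ended without any 1 of 4 arrays, Wild-type replicates 1 and 2 and Keap1-KD replicates 1 and 2 (adjusted p = 0.0851 to 0.0918), with values raised to an intensity of at least 100 (adjusted p = 1), after a second quantile normalization (adjusted p = 0.233) and by Duncan's multiple range test on un-logged values. Abcc12 in Keap1-HKO mice had an adjusted p of 7.76e-09 to 0.333 over the alternatives. The Abcc12 call in Keap1-HKO mice ended with values raised to an intensity of at least 100 (adjusted p = 0.333).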

The most marked changes were the 108- and 21-fold higher Mrp4 and Mrp9 mRNA in Keap1-HKO mice, respectively. 

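Bcrp, which exports drugs into bile, rose in Keap1-HKO mice with a log2 fold change of 0.71 (standard error 0.12, adjusted p = 0.00972), 63.1% ± 7.64 (SEM, n = 3) above wild-type mice. In Keap1-KD mice it differed by 39.7% ± 4.35 (SEM, n = 3), a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.766), and in Nrf2-null mice by −18.3% ± 1.92 (SEM, n = 3) (adjusted p = 0.677), and neither passed the test. Abcg2 in Keap1-HKO mice had an adjusted p of 0.000258 to 0.155 over the alternatives. The Abcg2 call in Keap1-HKO mice ended without Wild-type replicate 3 (adjusted p = 0.0627) and with only the 2 groups compared in the fit (adjusted p = 0.155).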

The mRNA of Breast cancer resistance protein (Bcrp, Abcg2) was 19% lower in Nrf2-null mice, 40% higher in Keap1-KD mice, and 63% higher in Keap1-HKO mice than in wild-type mice. Similarly, Abcg5 and Abcg8 were constitutively higher with graded Nrf2 activation (Fig. 6). 

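Abcg5 and Abcg8, which together export sterols into bile, both rose in Keap1-HKO mice, Abcg5 by 305% ± 65.9 (SEM, n = 3), a log2 fold change of 1.98 (standard error 0.20, adjusted p = 0.000444), and Abcg8 by 248% ± 70.4 (SEM, n = 3), a log2 fold change of 1.74 (standard error 0.26, adjusted p = 0.00481). The wild-type mean of Abcg8 lay under an intensity of 100, against which it was at least 3.25-fold higher. In Keap1-KD mice Abcg5 differed by 95.2% ± 13.8 (SEM, n = 3) (adjusted p = 0.5) and Abcg8 by 37.6% ± 15.9 (SEM, n = 3) (adjusted p = 1), and in Nrf2-null mice by −39.2% ± 3.93 (SEM, n = 3) (adjusted p = 0.303) and −42.5% ± 1.35 (SEM, n = 3) (adjusted p = 0.446). Abcg8 in Keap1-HKO mice had an adjusted p of 6.64e-05 to 0.0862 over the alternatives. The Abcg8 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0862).

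**Figure D3:**
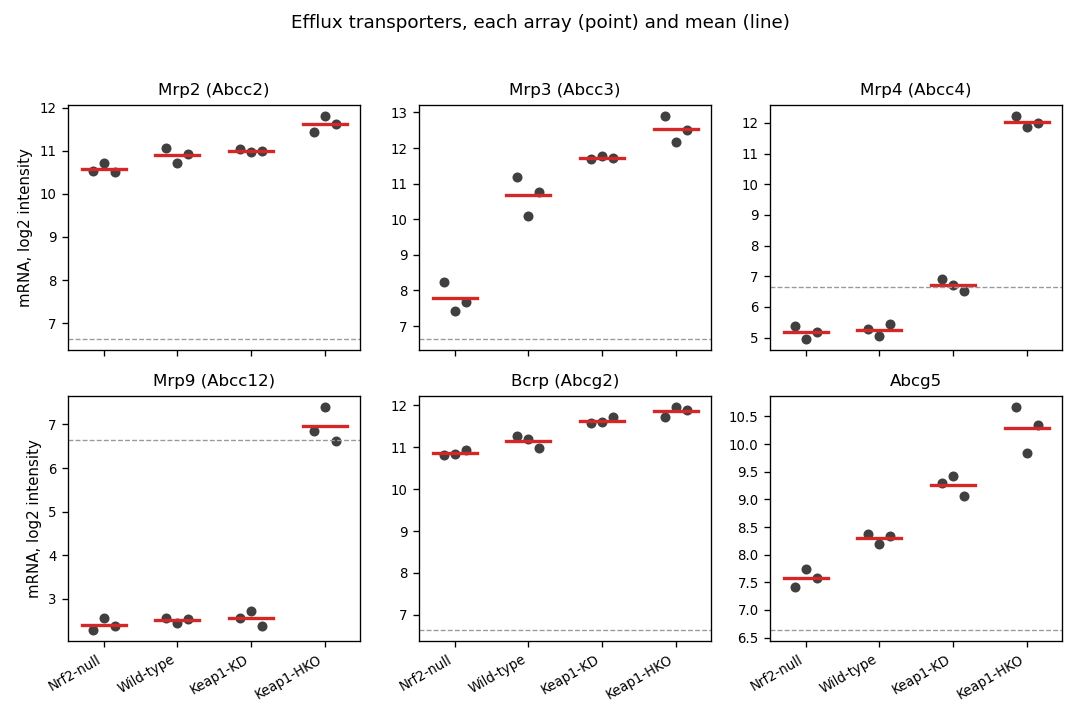
Log2 intensity of Mrp2 (Abcc2), Mrp3 (Abcc3), Mrp4 (Abcc4), Mrp9 (Abcc12), Bcrp (Abcg2) and Abcg5 by genotype, where each point is 1 array and each line the mean of 3; the dashed line marks an intensity of 100. Mrp9 lies under that line in the other 3 genotypes, and all 3 Keap1-HKO arrays lie above all 3 wild-type arrays for each of the 6 genes.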

Other efflux transporters, namely Mrp6, multiple drug resistant 1a (Mdr1a/Abcb1a), Mdr2, bile salt export pump (Bsep/Abcb11), and multidrug and toxin extrusion 1 (Mate1/Slc47a1) remained unchanged with graded Nrf2 activation (Table S6).

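Mrp6 (Abcc6), Mdr2 (Abcb4), which exports phospholipid into bile, Bsep (Abcb11), the bile salt exporter, and Mate1 (Slc47a1) did not pass the test in any comparison. Mdr2 differed from wild-type mice by 33.7% ± 7.46 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of 0.42 (standard error 0.15, adjusted p = 0.563), and Bsep by −37.9% ± 15.3 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of −0.79 (standard error 0.36, adjusted p = 0.273). Mate1 had a log2 fold change of 0.22 (standard error 0.31, adjusted p = 0.667) in Keap1-HKO mice and Mrp6 a log2 fold change of −0.02 (standard error 0.26, adjusted p = 0.965). Of the 7 efflux transporters measured outside the Mrp family, listed by symbol, Nrf2-null mice had 0 higher and 0 lower (1 and 2 adjusted over the list alone), Keap1-KD mice 0 higher and 0 lower (2 and 0 adjusted over the list alone) and Keap1-HKO mice 3 higher and 0 lower (3 and 0 adjusted over the list alone). In Nrf2-null mice at an unadjusted p under 0.05 there were 1 higher and 3 lower, and by Duncan's multiple range test 0 higher and 3 lower, and in Keap1-KD mice at an unadjusted p under 0.05 there were 2 higher and 0 lower, and by Duncan's multiple range test 2 higher and 0 lower. The group lay higher in Keap1-KD mice (adjusted p = 0.000256 from camera, and adjusted p = 0.0574 with an estimated correlation) and in Keap1-HKO mice (adjusted p = 0.0191 from camera, and adjusted p = 0.148 with an estimated correlation). Abcb1a (Mdr1a) was not analysed here.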

**Figure 6:**
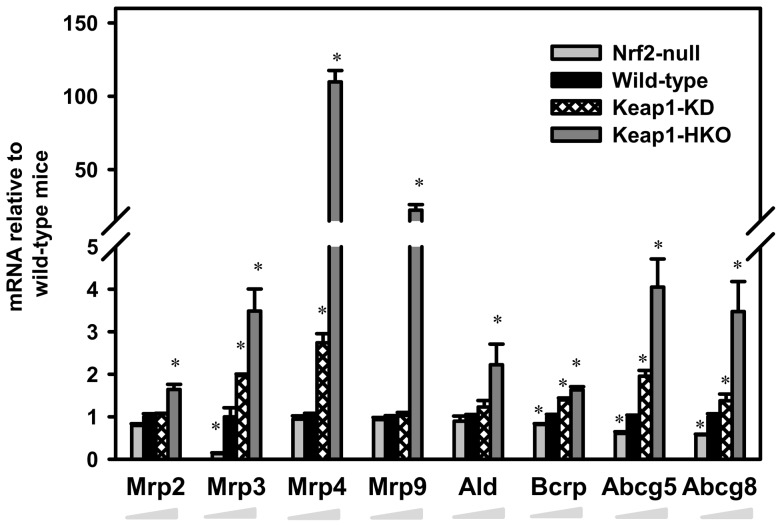
Messenger RNA of efflux transporters in a “gene dose-response” model. Data of Nrf2-null, Keap1-KD, and Keap1-HKO mice are normalized by the value of wild-type mice and presented as Mean ± S.E.M. of three mice per group. Asterisks (*) indicate statistically significant differences from wild-type mice (p<0.05).

### Expression of chemical-sensing xenobiotic transcription factors

Compared to wild-type mice, constitutive androstane receptor (CAR, Nr1i3) mRNA was 64% lower in Nrf2-null mice, 41% higher in Keap1-KD mice, and 166% higher in Keap1-HKO mice (Fig. 7). Other genes encoding transcription factors that are involved in drug metabolism, namely pregnane X receptor (PXR, Nr1i2), liver X receptor (LXR, Nr1h3), farnesoid X activated receptor (FXR, Nr1h4), aryl-hydrocarbon receptor (AhR), and hepatic nuclear factor 4, alpha (HNF4α) remained unchanged with graded Nrf2 activation.

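On the arrays PXR (Nr1i2), LXR (Nr1h3), FXR (Nr1h4), AhR (Ahr) and HNF4α (Hnf4a) did not pass the test in any comparison. PXR, a sensor of drugs and steroids, had a log2 fold change of 0.33 (standard error 0.16, adjusted p = 0.293) in Keap1-HKO mice, and FXR, the bile acid sensor, a log2 fold change of −0.42 (standard error 0.31, adjusted p = 0.445). AhR, the dioxin receptor, differed from wild-type mice by −42.4% ± 18.9 (SEM, n = 3) in Nrf2-null mice, a log2 fold change of −0.92 (standard error 0.51, adjusted p = 0.823), and by −34.5% ± 20.8 (SEM, n = 3) in Keap1-HKO mice, a log2 fold change of −0.77 (standard error 0.51, adjusted p = 0.417). LXR differed by 35.6% ± 17.4 (SEM, n = 3) in Nrf2-null mice (adjusted p = 0.823), and HNF4α by 14.9% ± 4.62 (SEM, n = 3) in Keap1-HKO mice (adjusted p = 0.405). Of 11 measured xenobiotic-sensing transcription factors and their partners, listed by symbol, none passed by limma in Nrf2-null, Keap1-KD or Keap1-HKO mice (1 lower in Nrf2-null mice adjusted over the list alone). In Nrf2-null mice at an unadjusted p under 0.05 there were 0 higher and 1 lower, and by Duncan's multiple range test 0 higher and 1 lower; in Keap1-KD mice at an unadjusted p under 0.05 there were 0 higher and 0 lower, and by Duncan's multiple range test 0 higher and 0 lower; in Keap1-HKO mice at an unadjusted p under 0.05 there were 1 higher and 0 lower, and by Duncan's multiple range test 1 higher and 0 lower.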

**Figure 7:**
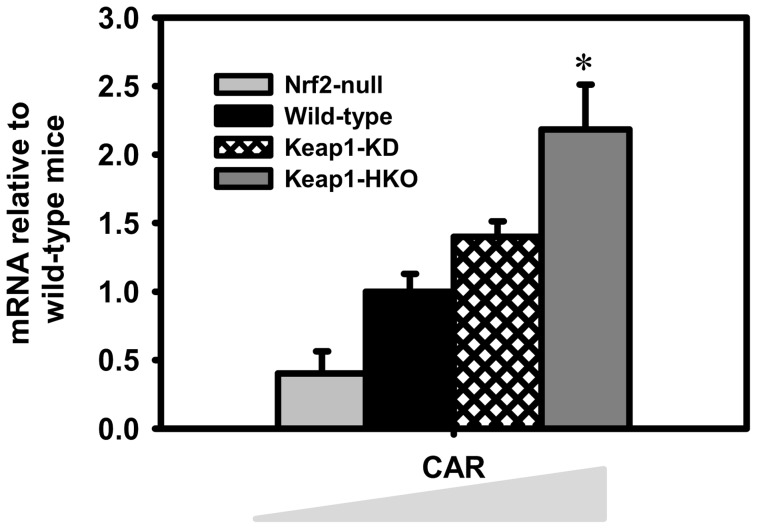
Messenger RNA of CAR in “gene dose-response” model. Data of Nrf2-null, Keap1-KD, and Keap1-HKO mice are normalized by the value of wild-type mice and presented as Mean ± S.E.M. of five mice per group. Asterisks (*) indicate statistically significant differences from wild-type mice (p<0.05).

### Motif analyses of the 5′ region of drug processing genes

The 5′ region (up to 10kb upstream of TSS) of drug processing genes that are induced (47 genes), not changed (72 genes), and suppressed (5 genes) with graded Nrf2 activation were searched for the core sequence of ARE (TGACnnnGC) as putative Nrf2 binding sites. The gene name, number of AREs found for each gene, and the location of AREs are listed in Table S7, S8, and S9. In the 5′ region up to 2 kb upstream from the TSS, 47 AREs were found in 62% of the genes (29 genes) that were induced with Nrf2 activation, 43 AREs were in 47% of the genes (34 genes) that were not changed with Nrf2 activation, and one ARE was found in 20% of the genes (one gene) suppressed with Nrf2 activation (Table 1). In the 5′ region up to 10 kb upstream from the TSS, 163 AREs were found in 94% of the genes (44 genes) that were induced with Nrf2 activation, 201 AREs were in 86% of the genes (62 genes) that were not changed with Nrf2 activation, and 11 AREs were in the five genes suppressed with Nrf2 activation.

**Table 1:** Summary of total number of AREs in the 5′ region of drug processing genes that were induced, not changed, and suppressed in the Nrf2 “gene dose-response” model.

Gene category	Number of genes	Number of AREs up to 2kb upstream of TSS	Number of gens that contain at least one ARE up to 2kb upstream of TSS	Number of AREs up to 10kb upstream of TSS	Number of gens that contain at least one ARE up to 10kb upstream of TSS
Induced	47	47	29 (62%)	163	44 (94%)
No change	72	43	34 (47%)	201	62 (86%)
Suppressed	5	1	1 (20%)	11	5 (100%)

The core sequence of ARE (TGACnnnGC) was searched for using Genamics Expression DNA Sequence Analyses Software.

### Transcription factor-binding site over-representation

The transcription factor binding site enrichment profile was investigated around the transcription start site of the drug processing genes that were induced by Nrf2. As shown in Table 2, the putative binding site of Nrf2 was greatly enriched in genes that were induced with graded Nrf2 activation. In addition, the putative binding sites for other transcription factors, namely C/EBPα, CTCF, NFATC2, Max, NFkB, USF1, Arnt, PPARγ, and Lhx3, were also enriched in genes that were induced with graded Nrf2 activation.

**Table 2:** Putative binding sites of transcription factors in drug processing genes induced by Nrf2 using the oPOSSUM system.

TF	TF Class	Target gene hits	Background gene hits	Target TFBS nucleotide rate^1^	Background TFBS nucleotide rate^2^	Z-score	Fisher score
Nrf2	Zipper-Type	17	4	0.0134	0.003	37.007	5.173
C/EBPα	Zipper-Type	32	18	0.0431	0.024	21.456	3.129
CTCF	Zinc-coordinating	8	1	0.00489	0.001	19.468	3.432
Nfatc2	Ig-fold	32	22	0.0493	0.031	18.409	1.477
Max	Zipper-Type	17	8	0.0129	0.005	17.872	2.309
Nfkb1	Ig-fold	11	2	0.00495	0.001	17.531	3.94
Usf1	Zipper-Type	21	10	0.0169	0.008	16.307	2.76
Arnt	Zipper-Type	24	11	0.0158	0.008	15.637	3.43
PPARγ::RXRα	Zinc-coordinating	21	8	0.0227	0.014	13.93	3.959
Lhx3	Helix-Turn-Helix	15	9	0.0155	0.009	13.089	1.285

1 : The rate of occurrence of this transcription factor binding sites (TFBS) within the searched regions of the genes induced by Nrf2.

2 : The rate of occurrence of this TFBS within the searched regions of the set of background genes (genes not induced by Nrf2).

## Discussion

The present data indicate that Nrf2 plays a critical role in regulating mRNA of numerous phase-I and phase-II drug-metabolizing genes as well as a number of efflux transporters that are important for the hepatic disposition of xenobiotics (Fig. 8). 

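Taking the 6 classes of the results together, 152 measured drug processing genes listed by symbol, 27 rose and 4 fell in Keap1-HKO mice (36 and 10 adjusted over the list alone). In Nrf2-null mice 1 rose and 12 fell (2 and 27 adjusted over the list alone), and in Keap1-KD mice 3 rose and 0 fell (10 and 0 adjusted over the list alone). Efflux transporters held 7 higher and 0 lower (7 and 0 adjusted over the list alone) of 12 in Keap1-HKO mice, phase-II enzymes 10 higher and 0 lower (12 and 1 adjusted over the list alone) of 37, and phase-I enzymes other than P450s 8 higher and 2 lower (10 and 5 adjusted over the list alone) of 48. Phase-II enzymes held 0 higher and 6 lower (0 and 17 adjusted over the list alone) in Nrf2-null mice. The 3 genes that rose in Keap1-KD mice were Cbr3, Nqo1 and Mrp4 (Abcc4), and all 3 rose in Keap1-HKO mice as well, against 0.063 shared genes for independent lists and 1.54 on average (highest 3) in data simulated with shared wild-type arrays. Of the 21 genes that fell in Nrf2-null mice, 11 rose in Keap1-HKO mice, among them Ces1g, Gstm3, Mrp3 (Abcc3), Aox1, Gsta2, Gstm1 and Ugt2b35, against 0.441 for independent lists and 0.07 on average (highest 1) in simulated data. Part of the first overlap may come from the shared wild-type arrays, which are too few to be divided, while for changes in opposite directions shared arrays lower the overlap expected by chance. Over all 5856 genes, 3 rose and 21 fell in Nrf2-null mice, 3 rose and 1 fell in Keap1-KD mice, and 231 changed in Keap1-HKO mice, of which 108 fell. A linear trend over the 4 genotypes, taken as equal steps, passed for 539 genes (264 upward and 275 downward), and an overall test for any difference for 283. Of the genes the paper gives as induced, a list chosen on these samples and so not independent evidence, 41 were measured, apart from Akr7a5, Ces5 (Ces2e) and Ugp2, which its results give as not significant, and 30 passed limma's test, lower in Nrf2-null mice or higher in a Keap1-deficient genotype, 40 Duncan's multiple range test on log2 values (39 on un-logged values) and 39 the linear trend.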

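Some of these counts moved by more than 1.5 times when 1 array was left out. In Keap1-HKO mice 132, 105 and 89 genes passed without Wild-type replicates 1, 2 and 3. In Nrf2-null mice 14 and 12 passed without Wild-type replicates 1 and 3, and in Keap1-KD mice 1 and 2 passed without Wild-type replicates 1 and 2, and 2 without Keap1-KD replicate 1 or 2. The trend passed for 355 and 345 genes without Nrf2-null replicates 2 and 3 and for 831 without Keap1-HKO replicate 1, and the overall test for 181 without Nrf2-null replicate 3 and 179 without Wild-type replicate 3. Among the 152 drug processing genes, 7, 7 and 6 passed in Nrf2-null mice without Nrf2-null replicate 3, Wild-type replicate 1 and Wild-type replicate 3, and in Keap1-KD mice 0 passed without Wild-type replicate 1 and 1 without Wild-type replicate 2, Keap1-KD replicate 1 or Keap1-KD replicate 2. Without Keap1-HKO replicate 1 and Nrf2-null replicate 1 together, chosen after seeing the data, 59, 7 and 671 genes passed in Nrf2-null, Keap1-KD and Keap1-HKO mice, the 24, 4 and 231 above among them. Other settings moved these counts too, given in the same order. Duncan's multiple range test on log2 values, which does not adjust over genes, gave 316, 132 and 703. Only the 2 groups compared gave 13, 7 and 49, and a replicate block 44, 3 and 381. Array quality weights, whose estimate stopped without converging, gave 1379, 323 and 318. In Keap1-KD mice 1 gene passed with a floor at 100 and 0 after a second quantile normalization. The paper reads its own analysis as pointing to a critical role of Nrf2 in many phase-I and phase-II genes and several efflux transporters (Fig. 8).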

Although the role of Nrf2 in regulating some of the drug metabolizing genes were investigated previously through comparing wild-type mice with Nrf2-null or Keap1-HKO mice [19], [20], the present study is among the first reports to make a systematic comparison in four lines of mice with a Nrf2 “gene dose-response”. Taking advantage of microarray analysis, which determines global gene transcription profiles, the present study also systematically compared the importance of Nrf2 in basal and inducible expression of each individual gene involved in drug metabolism and disposition. For example, the present study compared fold-induction of glutathione S-transferase (Gst) gene family by Nrf2 and showed that the mRNA of Gsta3 was increased 20%, whereas the mRNA of Gstm3 was increased over 30-fold in Keap1-HKO mice. In addition, we also report the mRNA of the drug metabolizing genes that are expressed in liver and not changed with absence of Nrf2 or with Nrf2 activation in supplemental tables. For example, although the majority of the Gsts are induced by Nrf2, we report seven Gsts (Gstk1, Gstm5, Gstm7, Gsto1, Gstp1, Gstt1, Gstt2) are not changed with graded Nrf2 activation, indicating that Nrf2 is not qualitatively or quantitatively equally important in induction of this family of enzymes. It is also interesting to note that the mRNA of some genes, such as Fmo1, Xdh, and Aldh1a1, decreased slightly (less than 20%) with the absence of Nrf2, and increased slightly (less than 20%) with maximum Nrf2 activation. However, the mRNA of another battery of genes, including Cyp2a5, Ces1, Ces2, and Gstm3, was almost absent with no Nrf2 in the Nrf2-null mice, and markedly increased (more than 30-fold) with maximum Nrf2 activation in Keap1-HKO mice. This observation suggests that Nrf2 is extremely important in both the basal and inducible expression of these genes.

**Figure 8:**
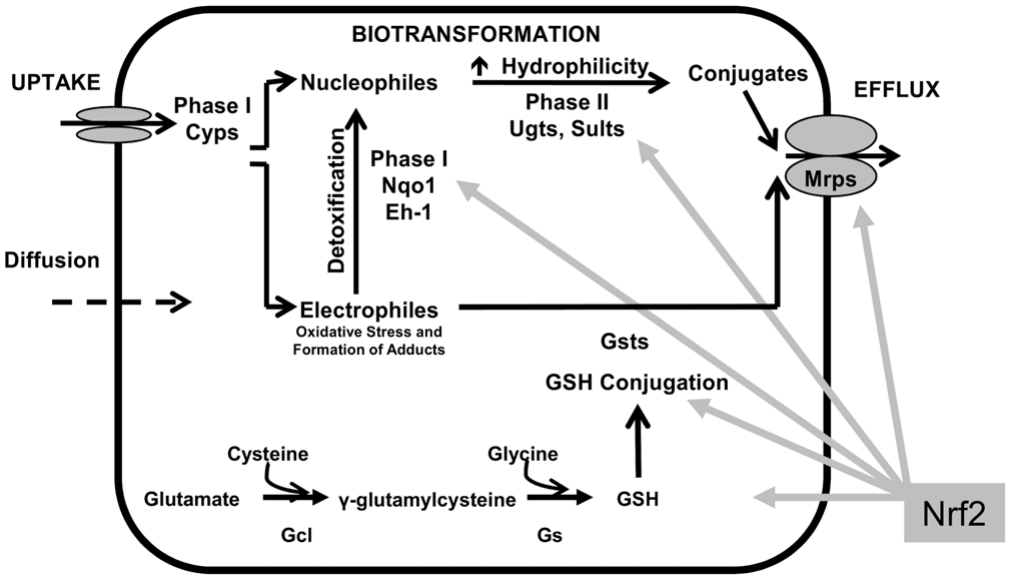
Proposed regulatory model for the role of Nrf2 on drug metabolizing genes in liver. Activation of Nrf2 had a minor effect on uptake transporters and P450 phase-I enzymes that activate xenobiotics into toxicants, markedly induces genes encoding other phase-I enzymes and phase-II enzymes that detoxify toxicants, and also induces efflux transporters that facilitate the elimination of toxicants.

In contrast to the minor impact of Nrf2 on mRNA of uptake transporters, Nrf2 has a major effet on the abundance of mRNAs of efflux transporters, with most Mrps, Bcrp, and Abcg5/Abcg8 induced in Nrf2 activated mice (Fig. 6). Mrp2 transports GSH and GSH-conjugated xenobiotics from hepatocytes into bile, whereas Mrp3 and Mrp4 transport glucuronated and GSH conjugates, bile acids, and nucleoside analogues from hepatocytes into blood [21], [22]. Bcrp is an efflux transporter that mediates the biliary excretion of sulfate metabolites as well as glucuronated conjugates [23]. Abcg5 and Abcg8 function as a heterodimer and transport cholesterol as well as dietary plant sterols into bile [24]. Taken together, the increase of multiple Mrp isoforms, Bcrp, and Abcg5/Abcg8 probably results in enhanced elimination of xenobiotics from hepatocytes by increased transport into bile and blood.

Nrf2 has a minor role in regulating cytochrome P450s drug metabolizing genes, with only Cyp2a5 and Cyp2g1 induced with Nrf2 activation. The human ortholog of mouse Cyp2a5 is CYP2A6, which is the major CYP that catalyzes the initial metabolism of nicotine, and is also involved in the metabolism of drugs (e.g. valproic acid and pilocarpine) as well as environmental toxicants (e.g. nitrosamines and aflatoxin B1). The present study as well as previous reports show that both human CYP2A6 [25] and mouse Cyp2a5 [26] are induced by Nrf2, indicating Nrf2 may play a role in nicotine metabolism. Cyp2g1 metabolizes exogenous compounds including coumarin and acetaminophen *in vitro* [27], and there is little information about the regulation of Cyp2g1. The present study shows that Cyp2g1 mRNA was lower in the absence of Nrf2 and markedly higher with Nrf2 activation, indicating the novel role of Nrf2 in activating Cyp2g1 transcription.

In contrast to the minor role of Nrf2 in regulating cytochrome P450s, most isoforms of aldo-keto reductases (AKR), including Akr1a4, Akr1b3, Akr1c13, and Akr1c19, were induced with Nrf2 activation (Fig. 3), indicating these genes are novel Nrf2 target genes. Akr1a4 (human ortholog: AKR1A1) plays a key role in ascorbic acid synthesis [28], reduction of trans-muconaldehyde, a cytotoxic metabolite of benzene [29], and scavenges free radicals [30]. The human ortholog of mouse Akr1b3 is AKR1B1, the most extensively studied AKR [31], catalyzes the reduction of a wide range of aldehydes and their glutathione conjugates, including lipid peroxidation products 4-hydroxy-trans-2-nonenal (HNE) and acrolein [32]. Akr1b3 is induced by Nrf2 *in vitro* [33], and human AKR1B10, AKR1C1 and AKR1C2 are induced by Nrf2 in keratinocytes [34]. However, the mRNA of the mouse orthologs of human AKR1B10 (Akr1b10) and AKR1C1 (Akr1c21) remained unchanged with Nrf2 activation (data not shown). This difference may be due to the model used (cell culture versus whole animal), and/or the species (human versus mouse). The AKR7 family catalyzes the reduction of many toxic aldehydes, such as acrolein, methylglyoxal, and especially aflatoxin B1 dialdehyde [35]. Rat Akr7a1 is highly inducible (up to 15-fold) in liver in response to antioxidants [36], whereas mouse Akr7a5 was not induced by antioxidants [37]. Similarly, in the present study, the mRNA of Akr7a5 tended to increase with graded Nrf2 activation, but was not statistically significant (Fig. 2).

In addition to the aldo-keto reductases, the 2 isoforms of carbonyl reductases (Cbr1, Cbr3) were highly inducible by Nrf2. CBR1 is the major enzyme that reduces doxorubicin [38] in humans, and is involved in the detoxification of reactive aldehydes, such as 4-oxonon-2-enal and its GSH conjugate [39]. Human CBR3 catalyzes similar reactions as CBR1 but with narrower substrate specificity, indicating a minor role in xenobiotic metabolism [40]. Keap1-knockdown and then Nrf2 activation resulted in dramatic induction of human CBR3 in cancer cell lines [41]. In parallel with the human cell line study, the present study shows that Cbr3 mRNA was increased more than 1000 fold in livers of Keap1-HKO mice. In addition, Cbr1 was also induced markedly with Nrf2 activation (Fig. 4A), indicating that Nrf2 is an important regulator of Cbr and carbonyl detoxification.

Aldehyde dehydrogenase (Aldh1a1), epoxide hydrolase (Ephx1), and NAD(P)H quinone oxi-reductase (Nqo1) are a group of enzymes that reduce electrophilic substrates into nucleophilic products. Nrf2 is known to be the central regulator that promotes transcription of antioxidant genes. Thus, it is not surprising that Aldh1a1, Eh1, and Nqo1 were induced by Nrf2 in the present study (Fig. 4C and Fig. 4D) and many other studies [42], [43], [44]. Aldehyde oxidase (Aox1) and xanthine dehydrogenase (Xdh) catalyze the generation of reactive oxygen species during oxidation of their substrates, and flavin monooxygenases (Fmo1) catalyze thiobenzamide into an electrophilic intermediate that causes tissue damage [45]. In the present study, Aox1, Xhd, and Fmo1 are induced by Nrf2 (Fig. 4C and Fig. 4D), indicating that whereas most of the enzymes that Nrf2 increases result in decreasing electrophiles and oxidative stress, a few of its target genes can increase electrophiles and oxidative stress.

Nrf2 has a major impact on inducing numerous phase-II drug metabolism genes, with induction of most isoforms of glutathione *S-*transferases, and multiple isoforms of UDP-glucuronosyltransferases. Ugp2 and Ugdh synthesize UDP-glucuronic acid, the substrate for UDP-glucuronosyltransferases catalyzed conjugation, from glucose in the cytosol. Slc35d1 is the transporter that imports UDP-glucuronic acid into the endoplasmic reticulum (ER) and provides the co-substrates for UGT catalyzed conjugation [46]. Nrf2 increases the mRNA of Ugdh and Slc35d1, and tended to increase the mRNA of Ugp2 (Fig. 5B), suggesting that Nrf2 increases the availability of UDP-glucuronic acid in the ER as well as the amount of enzyme for UDP-glucuronic acid conjugation.

In addition to Nrf2, multiple nuclear receptors and other transcription factors, such as AhR, CAR, PXR, PPARα, and FXR, are known to play an important role in regulating the expression of phase-I and -II drug metabolizing enzymes, as well as uptake and efflux transporters [22]. In addition, there are known interactions between Nrf2 and other drug metabolism-related nuclear receptors and transcription factors. For example, a number of AhR target genes are induced by the activation of Nrf2 [47]. The mRNA of Nrf2 is increased in livers of HNF-4α knockout mice [48]. The mRNA and protein of AhR, CAR, and PXR were decreased in livers of Nrf2-null mice [9]. The present study indicates that the mRNA of CAR is almost absent in Nrf2-null mice, and markedly increased in Nrf2 enhanced mice (Fig. 6A), indicating that Nrf2 regulates CAR expression at the mRNA level.

Using *in silico* analyses to search for putative ARE binding sites showed that 44 out of 47 genes induced by Nrf2 in the present study have at least one ARE core sequence (5′-TGACnnnGC-3′) within 10kb upstream from their transcription start sites (Supplement Table 6). The total number of AREs is larger in the set of genes induced by Nrf2 than in the set of genes where mRNAs are not changed or suppressed with Nrf2 activation (Table 1), suggesting that genes are induced in Nrf2 activated mice through direct binding of Nrf2 to promote their transcription. However, it should be noted that 18 out of 47 genes that are induced by Nrf2 do not contain ARE up to 2 kb upstream of the TSS, and three genes (Gsta2, Bcrp, and Abcg8) Nrf2 do not contain ARE up to 2 kb upstream of the TSS. Thus, more experiments (e.g. ChiP-Seq) are needed to confirm the binding of Nrf2 to these putative AREs, and thus whether these genes are direct Nrf2 target genes. In addition to the enrichment of Nrf2 binding sites in the genes responsive to Nrf2 activation, transcription factor over-representation analyses revealed co-existence of ARE and binding sites for other transcription factors, including C/EBPα, NFkB, Arnt:AhR, and PPARγ:RXRα (Table 2), indicating the potential cross-talk between Nrf2 and these transcription-factor signal pathways.

For some of the drug processing genes (example: Nqo1), the mRNA abundance is positively correlated to the enzyme activity [19]. A battery of drug processing genes (example: Cyp2e1) are regulated mainly at post-translational level [49]. However, the mRNA abundance – enzyme activity correlation of most drug processing genes is unknown. Thus, it is not plausible to extrapolate the protein expression or enzyme activity level by comparing mRNA abundance of the genes. Due to the limitations of antibody specificity and availability of *in vivo* enzyme activity assays, the present study only provides the systemic comparison of mRNA abundance of the drug metabolism genes. Western blot and activity assays should be performed to further study the effect of Nrf2 on protein abundance and activity of a specific drug processing enzyme or transporter.

In conclusion, the present study demonstrates that Nrf2, the key transcription factor in protecting against oxidative and electrophilic stress, is also important in regulating hepatic mRNA of phase-I and -II drug metabolizing enzymes as well as uptake and efflux transporters (Fig. 8). Activation of Nrf2 has a minor effect on uptake transporters and P450 phase-I enzymes that activate xenobiotics into toxicants, markedly increased mRNA of other phase-I enzymes and phase-II enzymes that detoxify toxicants, and also increased mRNA of efflux transporters that facilitate the elimination of toxicants.

## Supporting Information

Table S1 **Oligonucleotide sequences for primers specific for mouse β-actin and CAR.**
(DOCX) Click here for additional data file.

Table S2 **List of genes encoding uptake transporters that were not changed with Nrf2 activation.**
(DOCX) Click here for additional data file.

Table S3 **List of cytochrome P450 drug metabolizing genes that were not changed with Nrf2 activation.**
(DOCX) Click here for additional data file.

Table S4 **List of other phase-I drug metabolizing genes that were not changed with Nrf2 activation.**
(DOCX) Click here for additional data file.

Table S5 **List of phase-II drug metabolizing genes that were not changed with Nrf2 activation.**
(DOCX) Click here for additional data file.

Table S6 **List of efflux transporters that were not changed with Nrf2 activation.**
(DOCX) Click here for additional data file.

Table S7 **List of putative AREs at the promoter regions of the drug processing genes induced by Nrf2.**
(DOCX) Click here for additional data file.

Table S8 **List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.**
(DOCX) Click here for additional data file.

Table S9 **List of putative AREs at the promoter regions of the drug processing genes which were suppressed with Nrf2 activation.**
(DOCX) Click here for additional data file.

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S1 — Oligonucleotide sequences for primers specific for mouse β-actin and CAR.

**Supplemental table 1**: Oligonucleotide sequences for primers specific for mouse β-actin and CAR.

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| β-actin | TGACCGAGCGTGGCTACAG | GGGCAACATAGCACAGCTTCT |
| CAR | CTCAAGGAAGCAGGGTCAG | AGTTCCTCGGCCCATATTCT |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S2 — List of genes encoding uptake transporters that were not changed with Nrf2 activation.

**Supplemental table 2**: List of genes encoding uptake transporters that were not changed with Nrf2 activation.

| Family | Gene symbol |
| --- | --- |
| Solute carrier organic anion transporter | Oatp1a4 (Slco1a4), Oatp1b2 (Slco1b2) |
| Organic cation transporter | Oct1 (Slc22a1) |
| Organic ation transporter | Oat2 (Slc22a7) |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S3 — List of cytochrome P450 drug metabolizing genes that were not changed with Nrf2 activation.

**Supplemental table 3**: List of cytochrome P450 drug metabolizing genes that were not changed with Nrf2 activation.

| Subfamily | Gene symbol |
| --- | --- |
| Cyp1a | Cyp1a2, Cyp1a12 |
| Cyp2b | Cyp2b10 |
| Cyp2c | Cyp2c29, Cyp2c37, Cyp2c44, Cyp2c55, Cyp2c68, Cyp2c70 |
| Cyp2d | Cyp2d9, Cyp2d10, Cyp2d13, Cyp2d22, Cyp2d26 |
| Cyp2e | Cyp2e1 |
| Cyp2f | Cyp2f2 |
| Cyp2j | Cyp2j5, Cyp2j6 |
| Cyp2r | Cyp2r1 |
| Cyp3a | Cyp3a11, Cyp3a13, Cyp3a25 |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S4 — List of other phase-I drug metabolizing genes that were not changed with Nrf2 activation.

**Supplemental table 4**: List of other phase-I drug metabolizing genes that were not changed with Nrf2 activation.

| Family | | Gene symbol |
| --- | --- | --- |
|  | Alcohol dehydrogenase | Adh1, Adh4, Adh5, Adh6-psi, Adhfe1 |
|  | Aldehyde dehydrogenase | Aldh1a1, Aldh1a7, Aldh1b1, Aldh1l1, Aldh2, Aldh3a2, Aldh5a1, Aldh6a1, Aldh7a1, Aldh8a1, Aldh9a1, Aldh16a1 |
|  | Aldo-keto reductase | Akr1c12, Akr1c14, Akr1c20, Akr1c6, Akr1d1, Adr1e1, Akr7a5 |
|  | Aldehyde oxidase | Aox3 |
|  | Carbonyl reductase | Cbr4 |
|  | Carboxylesterase | Ces3, Ces6 |
|  | Epoxide hydrolase | Ephx2 |
|  | Flavin containing monooxygenase | Fmo5 |
|  | NAD(P)H quinone dehydrogenase | Nqo2 |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S5 — List of phase-II drug metabolizing genes that were not changed with Nrf2 activation.

**Supplemental table 5**: List of phase-II drug metabolizing genes that were not changed with Nrf2 activation.

| Family | Gene symbol |
| --- | --- |
| Glutathione *S*-transferase | Gstk1, Gstm5, Gstm7, Gst01, Gstp1, Gstt1, Gstt2 |
| Sulfotransferase | Sult1a1, Sult1d1, Sult5a1 |
| UDP-glucuronosyltransferase | Ugt2a3, Ugt2b1, Ugt2b34, Ugt2b5, Ugt3a2 |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S6 — List of efflux transporters that were not changed with Nrf2 activation.

**Supplemental table 6**: List of efflux transporters that were not changed with Nrf2 activation.

| Family | Gene symbol |
| --- | --- |
| ATP-binding cassette | Abca1, Mdr2 (Abcb4), Bsep (Abcb11), Mrp6 (Abcc6) |
| Solute carrier family | Mate1 (Slc47a1) |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S7 — List of putative AREs at the promoter regions of the drug processing genes induced by Nrf2.

**Supplemental table 7**: List of putative AREs at the promoter regions of the drug processing genes induced by Nrf2.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Cyp2a5 | 2 | -2378 ~ -2387 |
|  |  | -4217 ~ -4226 |
| Cyp2c54 | 2 | -765 ~ -774 |
|  |  | -3171 ~ -3180 |
| Cyp2c50 | 4 | -775 ~ -784 |
|  |  | -1020 ~ -1029 |
|  |  | -7871 ~ -7880 |
|  |  | -8961 ~ -8970 |
| Cyp2g1 | 7 | -4165 ~ -4174 |
|  |  | -4736 ~ -4745 |
|  |  | -7444 ~ -7453 |
|  |  | -8565 ~ -8574 |
|  |  | -8581 ~ -8590 |
|  |  | -8597 ~ -8606 |
|  |  | -8613 ~ -8622 |
| Akr1a4 | 2 | -2547 ~ -2556 |
|  |  | -8995 ~ -9004 |
| Akr1c13 | 1 | -7644 ~ -7653 |
| Akr1c19 | 4 | -1450 ~ -1459 |
|  |  | -8694 ~ -8703 |
|  |  | -8805 ~ -8814 |
| Akr7a5 | 8 | -426 ~ -435 |
|  |  | -820 ~ -829 |
|  |  | -2411 ~ -2420 |
|  |  | -7073 ~ -7082 |
|  |  | -7414 ~ -7423 |
|  |  | -7495 ~ -7504 |
|  |  | -9232 ~ -9241 |
| Akr1b3 | 3 | -5841 ~ -5850 |
|  |  | -7714 ~ -7723 |
|  |  | -8807 ~ -8816 |
| Ces1 | 4 | -493 ~ -502 |
|  |  | -1497 ~ -1506 |
|  |  | -2373 ~ -2382 |
|  |  | -2479 ~ -2488 |

**Supplemental table 7-cont’d**: List of putative AREs at the promoter regions of the drug processing genes induced by Nrf2.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Ces2 | 5 | -973 ~ -982 |
|  |  | -1415 ~ -1424 |
|  |  | -3320 ~ -3329 |
|  |  | -9065 ~ -9074 |
|  |  | -9726 ~ -9735 |
| Ces5 | 2 | -4242 ~ -4251 |
|  |  | -4078 ~ 4087 |
| Cbr1 | 4 | -273 ~ -282 |
|  |  | -1758 ~ -1767 |
|  |  | -1804 ~ -1813 |
|  |  | -9400 ~ -9409 |
| Cbr3 | 6 | -3466 ~ -3475 |
|  |  | -4156 ~ -4165 |
|  |  | -6640 ~ -6649 |
|  |  | -8514 ~ -8523 |
|  |  | -8764 ~ -8773 |
|  |  | -9578 ~ -9587 |
| Aox1 | 4 | -309 ~ -318 |
|  |  | -3691 ~ -3700 |
|  |  | -5279 ~ -5288 |
|  |  | -4627 ~ -4636 |
| Aldh1a1 | 3 | -1067 ~ -1076 |
|  |  | -3689 ~ -3698 |
|  |  | -4408 ~ -4417 |
| Ephx1 | 6 | -1761 ~ -1770 |
|  |  | -4027 ~ -4036 |
|  |  | -6393 ~ - 6402 |
|  |  | -8008 ~ -8017 |
|  |  | -8050 ~ -8059 |
|  |  | -9488 ~ - 9497 |
| Nqo1 | 3 | -144 ~ -153 |
|  |  | -2291 ~ -2300 |
|  |  | -3063 ~ -3072 |
| Fmo1 | 1 | -8808 ~ -8817 |
| Xdh | 3 | -1698 ~ -1707 |
|  |  | -4174 ~ -4183 |
|  |  | -6868 ~ -6877 |

**Supplemental table 7-cont’d**: List of putative AREs at the promoter regions of the drug processing genes induced by Nrf2.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Gsta2 | 0 | N/A |
| Gsta3 | 5 | -116 ~ -125 |
|  |  | -544~ - 553 |
|  |  | -1630 ~ -1639 |
|  |  | -9048 ~ -9057 |
|  |  | -9720 ~ -9729 |
| Gsta4 | 5 | -3543 ~ -3552 |
|  |  | -5295 ~ -5304 |
|  |  | -5338 ~ -5347 |
|  |  | -5516 ~ -5525 |
|  |  | -6658 ~ -6667 |
| Gstm1 | 3 | -292 ~ -301 |
|  |  | -1150 ~ -1159 |
|  |  | -7361 ~ -7370 |
| Gstm2 | 2 | -1003 ~ -1012 |
|  |  | -4457 ~ -4466 |
| Gstm3 | 2 | -370 ~ -379 |
|  |  | -1164 ~ -1173 |
|  |  | -1564 ~ -1573 |
|  |  | -7764 ~ -7773 |
| Gstm4 | 6 | -814 ~ -823 |
|  |  | -1192 ~ -1201 |
|  |  | -1891 ~ -1900 |
|  |  | -7017 ~ -7026 |
|  |  | -7084 ~ -7093 |
|  |  | -7085 ~ -7096 |
| Gstm6 | 1 | -306 ~ -315 |
|  |  | -717 ~ -726 |
|  |  | -835 ~ -844 |
|  |  | -2010 ~ -2019 |
|  |  | -4465 ~ - 4474 |
|  |  | -6268 ~ - 6277 |
|  |  | -8141 ~ -8150 |
| Gstp1 | 2 | -1573 ~ -1582 |
|  |  | -5867 ~ -5876 |
| Gstt3 | 1 | -1071 ~ -1080 |
| Mgst3 | 3 | -552 ~ -561 |
|  |  | -9173 ~ -9182 |
|  |  | -9712 ~ -9723 |

**Supplemental table 7-cont’d**: List of putative AREs at the promoter regions of the drug processing genes induced by Nrf2.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Ugt1a6a | 3 | -2295 ~ -2304 |
|  |  | -3144 ~ -3153 |
|  |  | -7971 ~ -7980 |
| Ugt1a9 | 4 | -3866 ~ -3875 |
|  |  | -6125 ~-6134 |
|  |  | -6441 ~-6450 |
|  |  | -8402 ~ -8501 |
| Ugt2b5 | 0 | N/A |
| Ugt2b35 | 2 | -6329 ~ -6338 |
|  |  | -6634 ~ -6643 |
| Ugt2b36 | 1 | -1162 ~ -1171 |
| Ugt3a1 | 4 | -255 ~ -264 |
|  |  | -4085 ~ -4094 |
|  |  | -7745 ~ -7754 |
|  |  | -8203 ~ -8212 |
| Slc35d1 | 4 | -4491 ~ -4500 |
|  |  | -9335 ~ -9344 |
|  |  | -9811 ~ -9820 |
|  |  | -9862 ~ -9871 |
| Ugdh | 3 | -1652 ~ -1661 |
|  |  | -2495 ~ -2504 |
|  |  | -7884 ~ -7893 |
| Ugp2 | 2 | -6936 ~ -6945 |
|  |  | -7639 ~ -7648 |
| Sult1b1 | 0 | N/A |
| Abcc2 | 3 | -89 ~ -98 |
|  |  | -1386 ~ -1395 |
|  |  | -4559 ~ -4568 |
| Abcc3 | 6 | -75 ~ -84 |
|  |  | -564 ~ -573 |
|  |  | -1302 ~ -1311 |
|  |  | -5328 ~ -5337 |
|  |  | -5986 ~ -5995 |
|  |  | -9809 ~ -9818 |
| Abcc4 | 3 | -4415 ~ -4424 |
|  |  | -5986 ~ -5995 |
|  |  | -9790 ~ -9799 |

**Supplemental table 7-cont’d**: List of putative AREs at the promoter regions of the drug processing genes induced by Nrf2.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Abcc9 | 5 | -3334 ~ -3343 |
|  |  | -6273 ~ -6282 |
|  |  | -6657 ~ -6666 |
|  |  | -6943 ~ -6952 |
|  |  | -7117 ~ -7126 |
| Abcd1 | 3 | -1994 ~ -2003 |
|  |  | -4959 ~ -4968 |
|  |  | -5952 ~ -5961 |
| Abcg2 | 0 | N/A |
| Abcg5 | 5 | -461 ~ -470 |
|  |  | -1814 ~ -1823 |
|  |  | -2504 ~ -2513 |
|  |  | -5817 ~ -1826 |
|  |  | -6353 ~ -6362 |
| Abcg8 | 3 | -2308 ~ -2317 |
|  |  | -3229 ~ -3238 |
|  |  | -9488 ~ -9497 |
| Nr1i3 | 1 | -4811 ~ -4820 |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S8 — List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.

**Supplemental table 8**: List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.

| **Gene** | **Number of AREs** | **Location (bp from the transcription start site)** |
| --- | --- | --- |
| Slco1b2 | 1 | -3821 ~ -3830 |
| Slco1a4 | 3 | -3058 ~ -3067 |
|  |  | -3375 ~ -3384 |
|  |  | -3992 ~ -4001 |
| Slc22a1 | 6 | -112 ~ -121 |
|  |  | -1930 ~ -1939 |
|  |  | -8467 ~ -8476 |
|  |  | -9663 ~ -9672 |
|  |  | -9836 ~ -9845 |
|  |  | -9926 ~ -9935 |
| Cyp1a2 | 3 | -5001 ~ -5010 |
|  |  | -7474 ~ -7483 |
|  |  | -9517 ~ -9526 |
| Cyp2b10 | 2 | -2807 ~ -2816 |
|  |  | -4264 ~ -4273 |
| Cyp2c55 | 3 | -2165 ~ -2174 |
|  |  | -4108 ~ -4117 |
|  |  | -5653 ~ -5662 |
| Cyp2c29 | 2 | -1207 ~ -1216 |
|  |  | -3921 ~ -3930 |
| Cyp2c68 | 3 | -663 ~ -672 |
|  |  | -3474 ~ -3483 |
|  |  | -6598 ~ -6607 |
| Cyp2c37 | 2 | -2664 ~ -2673 |
|  |  | -4548 ~ -4557 |
| Cyp2c70 | 0 |  |
| Cyp2c44 | 3 | -1832 ~ -1841 |
|  |  | -4966 ~ -4975 |
|  |  | -5290 ~ -5299 |
| Cyp2d22 | 1 | -8326 ~ -8335 |
| Cyp2d10 | 2 | -1252 ~ -1261 |
|  |  | -7180 ~ -7189 |
| Cyp2d9 | 4 | -3374 ~ -3383 |
|  |  | -7371 ~ -7380 |
|  |  | -8445 ~ -8454 |
|  |  | -8695 ~ -8704 |
| Cyp2d13- | 2 | -6873 ~ -6882 |
|  |  | -8070 ~ -8079 |
| Cyp2d26 | 3 | -1954 ~ -1963 |
|  |  | -8001 ~ -8010 |
|  |  | -9190 ~ -9199 |

**Supplemental table 8-cont’d**: List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Cyp2e1 | 4 | -2135 ~ -2144 |
|  |  | -2560 ~ -2569 |
|  |  | -6472 ~ -6481 |
|  |  | -8275 ~ -8284 |
| Cyp2f2 | 1 | -6155 ~ -6164 |
| Cyp2j5 | 1 | -723 ~ -732 |
| Cyp2j6 | 2 | -1236 ~ -1245 |
|  |  | -5318 ~ -5327 |
| Cyp2r1 | 1 | -4996 ~ -5005 |
| Cyp3a13 | 1 | -6492 ~ -6501 |
| Cyp3a11 | 6 | -5080 ~ -5089 |
|  |  | -8450 ~ -8459 |
|  |  | -8928 ~ -8937 |
|  |  | -9411 ~ -9420 |
|  |  | -9660 ~ -9669 |
|  |  | -9934 ~ -9943 |
| Cyp3a25 | 2 | -3487 ~ -3496 |
|  |  | -8476 ~ -8485 |
| Adh1 | 1 | -7613 ~ -7622 |
| Adh4 | 2 | -1108 ~ -1117 |
|  |  | -7485 ~ -7494 |
| Adh5 | 1 | -4964 ~ -4973 |
| Adh6-psi | 7 | -3723 ~ -3732 |
|  |  | -4400 ~ -4409 |
|  |  | -5090 ~ -5099 |
|  |  | -5629 ~ -5638 |
|  |  | -8505 ~ -8514 |
|  |  | -8970 ~ -8979 |
|  |  | -9821 ~ -9830 |
| Aldh1a7 | 2 | -1228 ~ -1237 |
|  |  | -5355 ~ -5364 |
| Adhfe1 | 2 | -45 ~ -54 |
|  |  | -1534 ~ -1543 |
| Aldh1b1 | 1 | -9726 ~ -9735 |
| Aldh1l1 | 6 | -723 ~ -732 |
|  |  | -875 ~ -884 |
|  |  | -4132 ~ -4141 |
|  |  | -4372 ~ -4381 |
|  |  | -4450 ~ -4459 |
|  |  | -6611 ~ -6620 |

**Supplemental table 8-cont’d:** List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Aldh2 | 5 | -82 ~ -91 |
|  |  | -4312 ~ -4321 |
|  |  | -5377 ~ -5386 |
|  |  | -6136 ~ -6145 |
|  |  | -9861 ~ -9870 |
| Aldh3a2 | 5 | -415 ~ -424 |
|  |  | -686 ~ -695 |
|  |  | -6506 ~ -6515 |
|  |  | -7240 ~ -7249 |
|  |  | -8823 ~ -8832 |
| Aldh5a1 | 5 | -567 ~ -576 |
|  |  | -1050 ~ -1059 |
|  |  | -5118 ~ -5127 |
|  |  | -7146 ~ -7155 |
|  |  | -8880 ~ -8889 |
| Aldh6a1 | 2 | -5330 ~ -5339 |
|  |  | -9822 ~ -9831 |
| Aldh7a1 | 3 | -78 ~ -87 |
|  |  | -789 ~ -798 |
|  |  | -2977 ~ -2986 |
| Aldh8a1 | 5 | -2705 ~ -2714 |
|  |  | -3391 ~ -3400 |
|  |  | -4101 ~ -4110 |
|  |  | -8256 ~ -8265 |
|  |  | -9053 ~ -9062 |
| Aldh9a1 | 4 | -79 ~ -88 |
|  |  | -4084 ~ -4093 |
|  |  | -8016 ~ -8025 |
|  |  | -8889 ~ -8898 |
| Aldh16a1 | 4 | -2148 ~ -2157 |
|  |  | -3924 ~ -3933 |
|  |  | -4434 ~ -4443 |
|  |  | -7966 ~ -7975 |
| Aox3 | 2 | -5134 ~ -5143 |
|  |  | -7154 ~ -7163 |
| Cbr4 | 4 | -5014 ~ -5023 |
|  |  | -5956 ~ -5965 |
|  |  | -7680 ~ -7689 |
|  |  | -8300 ~ -8309 |

**Supplemental table 8-cont’d**: List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Ces3 | 1 | -7870 ~ -7879 |
| Ces6 | 5 | -2406 ~ -2415 |
|  |  | -2469 ~ -2478 |
|  |  | -2761 ~ -2770 |
|  |  | -4824 ~ -4833 |
|  |  | -9732 ~ -9741 |
| Ephx2 | 2 | -91 ~ -100 |
|  |  | -5661 ~ -5670 |
| Fmo5 | 4 | -624 ~ -633 |
|  |  | -4592 ~ -4601 |
|  |  | -8916 ~ -8925 |
|  |  | -8923 ~ -8932 |
| Nqo2 | 1 | -1185 ~ -1194 |
| Akr1c14 | 2 | -684 ~ -693 |
|  |  | -5363 ~ -5372 |
| Akr1c12 | 3 | -1244 ~ -1253 |
|  |  | -2947 ~ -2956 |
|  |  | -4201 ~ -4210 |
| Akr1c6 | 3 | -6338 ~ -6347 |
|  |  | -9058 ~ -9067 |
|  |  | -9454 ~ -9463 |
| Akr1c20 | 1 | -7630 ~ -7639 |
| Akr1e1 | 1 | -7667 ~ -7676 |
| Akr1d1 | 0 |  |
| Gstk1 | 2 | -3517 ~ -3526 |
|  |  | -8308 ~ -8317 |
| Gstm5 | 6 | -34 ~ -43 |
|  |  | -970 ~ -979 |
|  |  | -3989 ~ -3998 |
|  |  | -6311 ~ -6320 |
|  |  | -8177 ~ -8186 |
|  |  | -9429 ~ -9438 |
| Gstm7 | 7 | -1542 ~ -1551 |
|  |  | -3872 ~ -3881 |
|  |  | -6956 ~ -6965 |
|  |  | -7408 ~ -7417 |
|  |  | -7819 ~ -7828 |
|  |  | -7937 ~ -7946 |
|  |  | -9112 ~ -9121 |

**Supplemental table 8-cont’d**: List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Gsto1 | 4 | -1722 ~ -1731 |
|  |  | -2729 ~ -2738 |
|  |  | -8089 ~ -8098 |
|  |  | -8251 ~ -8260 |
| Gstp1 | 3 | -3365 ~ -3374 |
|  |  | -8351 ~ -8360 |
|  |  | -9234 ~ -9243 |
| Gstt1 | 6 | -375 ~ -384 |
|  |  | -1118 ~ -1127 |
|  |  | -1935 ~ -1944 |
|  |  | -7143 ~ -7152 |
|  |  | -8854 ~ -8863 |
|  |  | -8917 ~ -8926 |
| Gstt2 | 2 | -1425 ~ -1434 |
|  |  | -9592 ~ -9601 |
| Sult1d1 | 3 | -6004 ~ -6013 |
|  |  | -7671 ~ -7680 |
|  |  | -8504 ~ -8513 |
| Sult5a1 | 0 |  |
| Ugt2a3 | 3 | -336 ~ -345 |
|  |  | -7915 ~ -7924 |
|  |  | -9131 ~ -9140 |
| Ugt2b34 | 1 | -982 ~ -991 |
| Ugt2b1 | 4 | -2870 ~ -2879 |
|  |  | -4728 ~ -4737 |
|  |  | -5180 ~ -5189 |
|  |  | -5191 ~ -5200 |
| Ugt2b5 | 3 | -6682 ~ -6691 |
|  |  | -7980 ~ -7989 |
|  |  | -8280 ~ -8289 |
| Ugt3a2 | 5 | -458 ~ -467 |
|  |  | -6168 ~ -6177 |
|  |  | -8687 ~ -8696 |
|  |  | -9299 ~ -9308 |
|  |  | -9770 ~ -9779 |
| Abca1 | 3 | -2456 ~ -2465 |
|  |  | -6460 ~ -6469 |
|  |  | -6577 ~ -6586 |

**Supplemental table 8-cont’d**: List of putative AREs at the promoter regions of the drug processing genes which were not altered with Nrf2 activation.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Abcb4 | 2 | -6164 ~ -6173 |
|  |  | -9242 ~ -8251 |
| Abcb11 | 4 | -1013 ~ 1022 |
|  |  | -2844 ~ -2853 |
|  |  | -6772 ~ -6781 |
|  |  | -7676 ~ -7685 |
| Abcc6 | 2 | -5427 ~ -5436 |
|  |  | -5609 ~ -5618 |

# Supplementary material for: Effect of Graded Nrf2 Activation on Phase-I and -II Drug Metabolizing Enzymes and Transporters in Mouse Liver
**Source:** PLoS One. 2012 Jul 12;7(7):e39006. doi: 10.1371/journal.pone.0039006
**Supplement:** Table S9 — List of putative AREs at the promoter regions of the drug processing genes which were suppressed with Nrf2 activation.

**Supplemental table 9**: List of putative AREs at the promoter regions of the drug processing genes which were suppressed with Nrf2 activation.

| Gene | Number of AREs | Location (bp from the transcription start site) |
| --- | --- | --- |
| Slcoa1a | 2 | -2109 ~ -2118 |
|  |  | -3519 ~ -3528 |
| Slc22a7 | 3 | -3415 ~ -3424 |
|  |  | -5199 ~ -5208 |
|  |  | -9680 ~ -9689 |
| Slc10a1 | 2 | -5497 ~ -5506 |
|  |  | -8439 ~ -8448 |
| Cyp2u1 | 1 | -9927 ~ -9936 |
| Sult1a1 | 3 | -440 ~ -449 |
|  |  | -3473 ~ -3482 |
|  |  | -8969 ~ -8978 |
| Sult1b1 | 0 |  |

How the deposited data were processed for this re-analysis (not part of the article)

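Liver mRNA of 8-week-old male mice of 4 genotypes, Nrf2-null, wild-type, Keap1-KD and Keap1-HKO, was measured on Affymetrix Mouse Genome 430 2.0 arrays, with 3 mice per genotype and 12 arrays in all. The authors made the log2 values before deposit by gcRMA in R, which corrects for background, normalizes by quantiles over the arrays and summarizes each probe set, and they kept probe sets above an intensity of 100 in at least 1 group. In the deposited table no probe set lay under that threshold (6.64 on the log2 scale) in every group, and the values ran from 2.29 to 16.8, with array medians between 8.22 and 8.37. Scanner files were not used, so that gcRMA itself was not repeated.

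Probe sets with exactly 1 gene symbol numbered 8554, while 371 listed several symbols and 697 none, of which 44 were controls; the last 2 kinds were left out. Of each gene's probe sets the one with the highest mean over the 12 arrays was used, which gave 5856 genes, 1869 of them with several probe sets. The wild-type mean of 424 genes lay under an intensity of 100, where arrays hold mainly background. Folds against such a group are given as bounds against 100. These bounds are of mean un-logged intensities and not of log2 means. Of 134 gene names taken from the paper's results, figures and tables, 126 had a usable probe set (98 with 1 and 28 with several).

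Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the log2 values, in 1 fit over 4 genotypes with 8 residual and 2.19 prior degrees of freedom. The contrasts were each other genotype against wild-type, a linear trend with weights −3, −1, 1 and 3 in the order Nrf2-null, wild-type, Keap1-KD and Keap1-HKO, and an overall moderated F test. Values of p were adjusted by Benjamini and Hochberg over the 5856 genes and called under 0.05. Percent changes are of the mean un-logged intensity, with the SEM over the 3 mice of that genotype and without the error of the wild-type mean. In total 46 gene lists were written, and the 34 with at least 4 measured members were tested with camera at a preset correlation of 0.01 in 3 contrasts, 102 tests adjusted together. With an estimated correlation 0 of the 102 passed, against 35 with the preset one and 26 with fry. The methods' own Duncan's multiple range test after the overall test was run as an alternative, on log2 and on un-logged values.

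The genes tested by name, from which the text names its genes, were Nfe2l2 and Keap1, every gene the paper names, and up to 4 members of each list with the lowest adjusted p. To these came the 15 genes with the largest rise and the 15 with the largest fall in Keap1-HKO mice, and the 10 and 10 in the other genotypes, among called genes whose 3 arrays lay beyond all 3 wild-type arrays. Of the largest changes the text gives no values for Mmd2, Gm2788, Enho, Grk5, Dpy19l3, Dixdc1 and Serpina12, which fell in Keap1-HKO mice, nor for Gm2788 in Nrf2-null mice, and it leaves out some genes that the paper gives as not changed. This rule, the gene lists, the tests and the alternatives were set before the data were examined, but the values in the paper's own tables and figures had been seen. Leaving out Keap1-HKO replicate 1 and Nrf2-null replicate 1 together, leaving out 36 genes that follow pancreas and muscle transcripts, a skeletal muscle list, array weights estimated gene by gene, a replicate block for Keap1-HKO against Keap1-KD mice and the paper's percentages taken as levels were added after seeing the data.

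The alternatives were a stricter filter (an intensity of 200), a floor at 100, a second quantile normalization, centring on the array median, other choices of probe set, other forms of the limma test, array quality weights, only the 2 groups compared, a replicate block, a fold threshold of 1.5 and each array left out in turn. Overlaps between lists were set against independent lists and against data simulated with shared wild-type arrays. The median SD within genotypes was 0.291 on the log2 scale. On simulated data of this size a change of 1 on the log2 scale was recovered for 52%, 44% and 40% of 50 genes. These are the Nrf2-null, Keap1-KD and Keap1-HKO comparisons, in that order. A change of 2 was recovered for 80%, 86% and 84%. Changes of 0.5, 1, 2 and 4 were simulated in 50 genes each per comparison. Adjustment over genes is stricter where fewer genes change. These shares may thus be too high for the Nrf2-null and Keap1-KD comparisons, where 24 and 4 genes passed. No 2 arrays were duplicates: within genotypes the arrays correlated with r between 0.798 and 0.993. The search for antioxidant response elements upstream of genes was not run, since no genome was at hand.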

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

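The tests of pancreas genes and of hybridization in Nrf2-null replicate 1 alone below, and leaving out 36 genes that follow pancreas and muscle transcripts, were chosen only after the result was seen. The paper gives no measurement of the genes here, the 10 with the largest log2 change among genes called in Keap1-HKO mice and not named in its results, although its introduction names sulfiredoxin (Srxn1) and glutathione peroxidases as targets of Nrf2; for each, all 3 arrays lay beyond all 3 wild-type arrays. Most of these changes are against means at background, so the order of the log2 values is not that of the bounds given below. Gpx2, a glutathione peroxidase, rose in Keap1-HKO mice with a log2 fold change of 4.59 (standard error 0.20, adjusted p = 3.41e-07), and Srxn1, which repairs oxidized peroxiredoxins, with 3.05 (standard error 0.15, adjusted p = 1.35e-06). Among transporters, Slc22a12, which carries urate, rose by 5.70 (standard error 0.32, adjusted p = 3.24e-06) and Slc1a1, which carries glutamate, by 4.91 (standard error 0.23, adjusted p = 6.62e-07). Anxa13, an annexin, rose by 5.75 (standard error 0.47, adjusted p = 8.71e-05), Serpinb1a, a protease inhibitor, by 5.24 (standard error 0.91, adjusted p = 0.0106), and Osbpl3, an oxysterol-binding protein, by 4.47 (standard error 0.12, adjusted p = 9.29e-09). Spink1, a trypsin inhibitor that pancreas secretes, rose by 4.57 (standard error 0.92, adjusted p = 0.0215), and Keap1-HKO replicates 2 and 3 hold pancreas transcripts. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had a log2 fold change of −3.08 (standard error 0.66, adjusted p = 0.0291), and Chic1 one of −3.48 (standard error 0.48, adjusted p = 0.00334). Against an intensity of 100, Serpinb1a was at least 16.1-fold higher, Gpx2 4.56-fold, Slc22a12 3.57-fold, Anxa13 2.85-fold, Spink1 2.54-fold, Slc1a1 1.55-fold and Osbpl3 1.26-fold. Cyp7a1 was at least 6.44-fold and Chic1 at least 1.89-fold lower. These bounds are of mean un-logged intensities, which 1 high array can raise. The log2 mean of Spink1 was 6.86, little above that intensity (6.64 on the log2 scale). Serpinb1a in Keap1-HKO mice had an adjusted p of 0.000812 to 0.085 over the alternatives. The Serpinb1a call in Keap1-HKO mice ended without Wild-type replicate 3 (adjusted p = 0.0605) and with array quality weights (adjusted p = 0.085). Slc1a1 in Keap1-HKO mice had an adjusted p of 3.04e-11 to 0.203 over the alternatives. The Slc1a1 call in Keap1-HKO mice ended with values raised to an intensity of at least 100 (adjusted p = 0.203). Spink1 in Keap1-HKO mice had an adjusted p of 3.82e-06 to 0.316 over the alternatives. The Spink1 call in Keap1-HKO mice ended without any 1 of 4 arrays, Wild-type replicates 1, 2 and 3 and Keap1-HKO replicate 3 (adjusted p = 0.0639 to 0.0851), with values raised to an intensity of at least 100 (adjusted p = 0.316), with an intensity trend in the prior variance (adjusted p = 0.0533), with only the 2 groups compared in the fit (adjusted p = 0.205) and by Duncan's multiple range test on un-logged values. Chic1 in Keap1-HKO mice had an adjusted p of 9.76e-07 to 0.0949 over the alternatives. The Chic1 call in Keap1-HKO mice ended with values raised to an intensity of at least 100 (adjusted p = 0.0949) and with only the 2 groups compared in the fit (adjusted p = 0.0506). Cyp7a1 in Keap1-HKO mice had an adjusted p of 0.00297 to 0.128 over the alternatives. The Cyp7a1 call in Keap1-HKO mice ended without any 1 of 6 arrays, Wild-type replicates 1, 2 and 3, Keap1-KD replicate 1 and Keap1-HKO replicates 1 and 3 (adjusted p = 0.0509 to 0.126), with array quality weights (adjusted p = 0.128) and with only the 2 groups compared in the fit (adjusted p = 0.0983).

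Keap1-HKO replicate 1 and Nrf2-null replicate 1 stood apart from the other arrays of their groups, and their deviations from those arrays correlated with each other (r = 0.787). RNA degradation is argued against by the Gapdh controls, whose 3' minus 5' difference was 0.192 in Keap1-HKO replicate 1, below the 0.529 to 0.931 of the other arrays, and 0.543 in Nrf2-null replicate 1, inside it. Hybridization as the cause in both is argued against by its controls, with a median of 10.885 in Keap1-HKO replicate 1, inside the 10.544 to 10.97 of the others, but stays open for Nrf2-null replicate 1 alone, whose 11.055 lies above them by less than their SD. Less sample RNA in labelling cannot be told apart: the ratio of deviation in dim to bright genes, 1.265 for the lower of the pair, lay within the 1.23 to 1.959 of the others, which was set beforehand as counting against it, but the spiked poly-A controls, which rise as sample RNA falls, had medians of 9.589 and 8.694 on the pair and 7.125 to 8.026 on the others. A dependence on gene length stays open, since the correlation of deviation with length was −0.37 in Keap1-HKO replicate 1, below the bound of −0.3 set beforehand, and −0.245 in Nrf2-null replicate 1, above it by less than the SD of the others; no biological explanation was tested, since the pair belongs to 2 genotypes.

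Genes of pancreas enzymes were high in Keap1-HKO replicates 2 and 3 and not in the third mouse of that genotype. Pancreas tissue in the sample may explain them, but cannot be told apart from other origins: 6 of 7 genes lay at least 5.23 above the highest other array, while Cela1, measured at up to 10.29 on the other arrays, lay 1.97 above it. Loss of Keap1 in the liver cannot be told apart either, since 1 of 3 mice lacks the signal, with a median of 2.877. Skeletal muscle transcripts, a list added after some were seen, were high on the same arrays and on Wild-type replicate 2. With 36 genes that follow these transcripts left out, 229 genes passed in Keap1-HKO mice.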

How the results depend on the processing

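Of the alternatives below, leaving out 2 arrays together, leaving out pancreas and muscle genes and gene by gene array weights, with the block for Keap1-HKO against Keap1-KD mice, were chosen only after the data were seen. In Nrf2-null, Keap1-KD and Keap1-HKO mice 24, 4 and 231 genes passed, of which 13, 3 and 31 were drug processing genes; the trend passed for 539 genes and the overall test for 283, and 35 tests of lists passed. These counts stayed within 1.5 times under the stricter filter, centring, the mean of all probe sets and probe sets without a suffix preferred. So did the counts of genes with every probe set tested, an intensity trend, robust empirical Bayes and the fold threshold, where lists were not tested, nor the trend and the overall test under the fold threshold. With a floor at an intensity of 100, 1 gene passed in Keap1-KD mice, a drug processing count of 0, and after a second quantile normalization 0 and 0 by limma. With only the 2 groups compared, 13, 7 and 49 genes passed. Of these, 5 in Nrf2-null and 15 in Keap1-HKO mice were drug processing genes. This fit has fewer arrays, but the count in Keap1-KD mice rose from 4 to 7. It also takes each gene's variance from those 2 groups, while the fit over 4 genotypes pools all of them, whose spread differed. How that pooling moved the counts was not tested. Array quality weights gave 1379 and 323 genes in Nrf2-null and Keap1-KD mice (72 and 31 drug processing genes), a trend for 926 and an overall test for 1837, and their default estimate stopped without converging. Estimated gene by gene, an estimate that takes genes in turn and depends on their order, they gave 293, 40 and 1080 genes (43, 11 and 58), a trend for 1602 and an overall test for 1334. Duncan's multiple range test on log2 values gave 316, 132 and 703 genes (46, 22 and 52) and an overall test for 969, and on un-logged values 296, 122 and 671 (27, 13 and 52) and 913. It does not adjust over genes. With the overall p adjusted over genes, Duncan's test on log2 values gave 139, 87 and 238 genes. Without Keap1-HKO replicate 1 and Nrf2-null replicate 1, 59, 7 and 671 genes passed, 20 and 49 of them drug processing genes in Nrf2-null and Keap1-HKO mice, the trend for 1217, the overall test for 740, and the correlation for gradedness was 0.209. Strictly ordered group means, without a test, held for 1073 genes, and camera with an estimated correlation called 0 lists, against 26 by fry and 35 by its mixed form. Except where the construction is stated, the cause was not tested.

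A replicate block, which takes replicate number as a pairing, gave 44, 3 and 381 genes in Nrf2-null, Keap1-KD and Keap1-HKO mice, with 2 drug processing genes in Keap1-KD mice, where Nqo1 was not called (adjusted p = 0.084). The 18 pairs of arrays of the same number correlated with r of −0.157 to 0.787 in their deviations from the genotype mean, under 0.1 only in the 3 pairs with Wild-type replicate 3 and 0.105 to 0.787 in the 9 pairs among the other genotypes, and 10 of 12 correlated best with an array of their own number; no source states what the numbers share, and the cause was not tested. For Keap1-HKO against Keap1-KD mice, a block chosen after seeing the data gave 125 genes against 84.

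With 1 array left out, 12 to 36, 1 to 5 and 89 to 272 genes passed in Nrf2-null, Keap1-KD and Keap1-HKO mice, with 6 to 15, 0 to 4 and 23 to 33 drug processing genes. The trend passed for 345 to 831 genes, the overall test for 179 to 401 and the list tests for 33 to 39. The correlation for gradedness, −0.108 with all arrays, ran from −0.270 to 0.207 and turned to 0.191 without Nrf2-null replicate 1 and to 0.207 without Keap1-HKO replicate 1. The exact test of neighbours gave p of 0.588 to 1 in Keap1-HKO mice and 1 in the other genotypes.

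Of 1215 results for named genes 95 were called, and with array quality weights the log2 fold change turned to −0.295 (Cyp4f14, Nrf2-null), 1.134 (Elovl6, Nrf2-null) and −0.378 (Sdf2l1, Nrf2-null). Without the 2 arrays that stood apart it turned to 0.545 (Akr1d1, Keap1-HKO), 0.502 (Lyve1, Keap1-HKO) and 0.46 (Ugt2b34, Keap1-HKO); the cause was not tested. Calls lost numbered 18 with the floor, 13 after a second normalization, 11 with array weights, 12 by Duncan's multiple range test on un-logged values, 48 with only the 2 groups compared, 7 to 38 with 1 array left out, and 0 to 4 with each of the others. Signal over background limits 424 genes whose wild-type mean lies under an intensity of 100. The alternative without a filter changes nothing, since the table was deposited filtered.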

Differences from the paper's values

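Of 48 values in the paper's text, 40 lie within 1.1 times of the values here and 3 differ; of 15 values read from its figures 0 differ. Values are taken to differ where, as percent changes or folds as the paper states them, they lie more than 1.5 times apart and by more than the SD of the mice under the same setting. Akr1a4 in Keap1-HKO mice is 43% higher in the paper and 23.9% here. Of the alternatives set before the data were examined, it no longer differs with arrays centred on their median (28.1%), with the mean of all probe sets (43.4%) and with the other probe sets (46.3%, 51.5% and 54.6%), and it still differs with the geometric mean (23.6%), a floor at 100 (23.9%), a second quantile normalization (20.2%), probe sets without a suffix preferred (23.9%) and each array left out (18.1% to 27.0%). Gsta2 in Keap1-HKO mice is 890% higher in the paper and 559.4% here. It no longer differs with the geometric mean (612.5%), without Wild-type replicate 1 (722.9%) and without Keap1-HKO replicate 2 (605.3%), and still differs with a floor at 100 (559.4%), a second quantile normalization (575%), centring (580.8%), the mean of all probe sets or probe sets without a suffix preferred (559.4%) and the other arrays left out (430.2% to 590.7%). Gstm3 in Keap1-HKO mice is 3000% higher in the paper and 1543% here. It no longer differs with the mean of all probe sets (3003%) and without Wild-type replicate 1 (2185%), and still differs with the geometric mean (1680%), a floor at 100 (1543%), a second quantile normalization (1485%), centring (1598%), the other probe set or probe sets without a suffix preferred (5776%) and the other arrays left out (1260% to 1627%). The mean of that other probe set, 5.3 on the log2 scale, lies under an intensity of 100. Taken as levels relative to wild-type mice, a unit chosen after seeing the data, Akr1a4 no longer differs (1.15 times apart), Gsta2 and Gstm3 in Keap1-HKO mice still differ (1.5 times, rounded down, and 1.89 times), and so does Gstm3 in Nrf2-null mice, which is 81% lower in the paper and 92.4% here (2.5 times). The other probe set of Gstm3 gave −50.6% in Nrf2-null mice, so the paper's 81% lower lies between the values of the probe sets.

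Of the genes that the paper gives as induced, 41 were measured and counted here. Of these, limma called 30 in at least 1 genotype, Duncan's multiple range test 40 on log2 and 39 on un-logged values, and the linear trend 39. The 41 leave out Akr7a5, Ces5 (Ces2e) and Ugp2, which Table S7 lists as induced and the results as not significant. Neither limma nor Duncan's test called any of those left out, while the linear trend called Ces2e (adjusted p = 0.0316). The paper states no adjustment over genes, and limma here adjusts over 5856. Not called by limma and called by Duncan's multiple range test on log2 values are Akr1a1, Akr1c13, Aldh1a1, Xdh, Gsta3, Gstm6, Gstt3, Ugt3a1, Sult1b1 and Nr1i3; un-logged values called these but Gstm6, and the linear trend these but Ugt3a1. Gstp1, which the paper lists as induced in Table S7 and as not changed in its discussion and Table S5, is called by none of these. Of 5 genes it states as suppressed, limma called Slc22a7; Duncan's multiple range test called Slc10a1, Cyp2u1 and Sult1a1 on both scales, Slc22a7 only on log2 and Slco1a1 only on un-logged values, and the linear trend called Slc22a7, Cyp2u1 and Sult1a1. Of these, the paper also lists Slc22a7 (Oat2, Table S2) and Sult1a1 (Table S5) as not changed, as it does, of the 41 above, Ugt2b5 (Table S5), which limma called, and Aldh1a1 (Table S4), which it did not. Of 75 genes it states as not changed, limma called 1, Aox3, and Duncan's test 16. Table S4 also lists Adh6-psi, not among the 75, and limma called Adh6-ps1 in Keap1-HKO mice, with a log2 fold change of −2.26 (standard error 0.36, adjusted p = 0.00642).

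Other settings called some of the genes above that limma did not. Array quality weights called Akr1a1, Akr1c13, Aldh1a1, Gsta3, Gstm6, Nr1i3, Sult1b1 and Ugt3a1 in Nrf2-null mice, Nr1i3, Xdh and Sult1a1 in Keap1-KD mice and Sult1a1 in Keap1-HKO mice. Estimated gene by gene, an alternative chosen after seeing the values and with 0 of the 95 named calls lost, they called Akr1a1, Aldh1a1, Gsta3, Gstm6, Nr1i3, Sult1b1 and Ugt3a1 in Nrf2-null mice, and Akr1c13, Aldh1a1, Cyp2u1, Gstt3, Nr1i3, Slco1a1, Sult1a1 and Xdh in Keap1-HKO mice. Leaving out Keap1-HKO replicate 1 and Nrf2-null replicate 1, also chosen after seeing the values and with 0 of the 95 named calls lost, called Slco1a1 at −1.64 (adjusted p = 0.000495), Cyp2u1 at −1.11 (adjusted p = 0.0141), Xdh at 0.36 (adjusted p = 0.0492) and Nr1i3 at 0.89 (adjusted p = 0.0377) in Keap1-HKO mice, and Gstm6 at −1.46 (adjusted p = 0.0233) and Nr1i3 at −2.10 (adjusted p = 0.00205) in Nrf2-null mice. A floor at 100 called Nr1i3 in Keap1-HKO mice, and a replicate block Gstm6 in Nrf2-null mice and Gstm6, Gstt3 and Nr1i3 in Keap1-HKO mice. Single arrays left out called Cyp2u1 (Keap1-HKO replicate 1), Nr1i3 (Keap1-HKO replicate 2) and Gstt3 (Keap1-KD replicate 1) in Keap1-HKO mice.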

Other observations

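Of the tests in this part, the comparison of Keap1-HKO with Keap1-KD mice gene by gene and leaving out 2 arrays together were not among those planned. Outside the drug processing genes, some antioxidant genes rose in Keap1-HKO mice: of 8 measured genes for glutathione synthesis and recycling there were 4 higher and 0 lower (5 and 0 adjusted over the list alone) (adjusted p = 7.07e-06 from camera, and adjusted p = 0.0574 with an estimated correlation), with Gpx2 among them. Gclc, the rate-limiting enzyme of glutathione synthesis, rose with a log2 fold change of 1.54 (standard error 0.17, adjusted p = 0.000776), Gss, which completes glutathione, with 0.94 (standard error 0.15, adjusted p = 0.0074), and Gsr, which reduces it, with 1.11 (standard error 0.14, adjusted p = 0.00245). Of 8 measured thioredoxin and peroxide defence genes there were 2 higher and 0 lower (3 and 0 adjusted over the list alone) (adjusted p = 0.000159 from camera, and adjusted p = 0.0574 with an estimated correlation), Srxn1 and Txnrd1, a thioredoxin reductase, the latter at 1.74 (standard error 0.12, adjusted p = 1.79e-05). Genes of NADPH supply had 2 higher and 0 lower (2 and 0 adjusted over the list alone) (adjusted p = 0.0206 from camera, and adjusted p = 0.243 with an estimated correlation): Pgd at 2.13 (standard error 0.28, adjusted p = 0.00275) and Tkt at 0.95 (standard error 0.17, adjusted p = 0.0128), enzymes of the pentose phosphate pathway. Genes of lipogenesis had 0 higher and 2 lower (0 and 5 adjusted over the list alone) (adjusted p = 0.000321 from camera, and adjusted p = 0.243 with an estimated correlation): Scd1, a fatty acid desaturase, at −1.64 (standard error 0.24, adjusted p = 0.00481) and Elovl5, an elongase, at −1.24 (standard error 0.24, adjusted p = 0.0192). Male-biased liver genes had 0 higher and 2 lower (0 and 4 adjusted over the list alone) (adjusted p = 0.0102 from camera, and adjusted p = 0.25 with an estimated correlation): Hsd3b5 at −1.42 (standard error 0.21, adjusted p = 0.00521) and C6 at −1.43 (standard error 0.28, adjusted p = 0.0186). Urea cycle genes had 0 higher and 2 lower (0 and 4 adjusted over the list alone) (adjusted p = 0.0164 from camera, and adjusted p = 0.147 with an estimated correlation): Slc25a13 at −0.74 (standard error 0.17, adjusted p = 0.0389) and Slc25a15 at −0.68 (standard error 0.16, adjusted p = 0.0453). Genes of bile acid synthesis had 0 higher and 1 lower (0 and 2 adjusted over the list alone) in Keap1-HKO mice, Cyp7a1 being the one that passed. Genes of general hepatocyte function lay lower in Keap1-HKO mice too, with a median log2 fold change of −0.32 and 0 higher and 1 lower (0 and 2 adjusted over the list alone) (adjusted p = 0.0197 from camera, and adjusted p = 0.395 with an estimated correlation), Fgb being the one that passed at −0.46 (standard error 0.11, adjusted p = 0.0497), and replicates 2 and 3 of these mice hold pancreas and muscle transcripts, so that these falls are not shown to be specific to the lists above. Fgb in Keap1-HKO mice had an adjusted p of 0.00459 to 0.278 over the alternatives. The Fgb call in Keap1-HKO mice ended without any 1 of 11 arrays, Nrf2-null replicates 2 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicates 1, 2 and 3 (adjusted p = 0.0678 to 0.201), after a second quantile normalization (adjusted p = 0.0732), with each array centred on its median (adjusted p = 0.0667), with the mean of the gene's probe sets (adjusted p = 0.0507), with probe sets without a suffix preferred (adjusted p = 0.0538), with robust empirical Bayes (adjusted p = 0.0519), with only the 2 groups compared in the fit (adjusted p = 0.278), with a fold threshold (adjusted p = 0.0497) and with pancreas and muscle genes left out, a choice made after seeing the data (adjusted p = 0.0524). Gss in Keap1-HKO mice had an adjusted p of 6.76e-05 to 0.0672 over the alternatives. The Gss call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0672). Tkt in Keap1-HKO mice had an adjusted p of 0.000529 to 0.102 over the alternatives. The Tkt call in Keap1-HKO mice ended without any 1 of 2 arrays, Wild-type replicates 2 and 3 (adjusted p = 0.0672 to 0.0677) and with only the 2 groups compared in the fit (adjusted p = 0.102). Scd1 in Keap1-HKO mice had an adjusted p of 2.46e-05 to 0.0987 over the alternatives. The Scd1 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0987). Elovl5 in Keap1-HKO mice had an adjusted p of 0.00279 to 0.102 over the alternatives. The Elovl5 call in Keap1-HKO mice ended without any 1 of 3 arrays, Wild-type replicates 1 and 3 and Keap1-HKO replicate 2 (adjusted p = 0.0536 to 0.0901) and with only the 2 groups compared in the fit (adjusted p = 0.102). Hsd3b5 in Keap1-HKO mice had an adjusted p of 3.73e-06 to 0.0945 over the alternatives. The Hsd3b5 call in Keap1-HKO mice ended with only the 2 groups compared in the fit (adjusted p = 0.0945). C6 in Keap1-HKO mice had an adjusted p of 0.000397 to 0.174 over the alternatives. The C6 call in Keap1-HKO mice ended without any 1 of 3 arrays, Wild-type replicates 1, 2 and 3 (adjusted p = 0.0629 to 0.0881), with array quality weights (adjusted p = 0.065) and with only the 2 groups compared in the fit (adjusted p = 0.174). Slc25a13 in Keap1-HKO mice had an adjusted p of 0.00551 to 0.192 over the alternatives. The Slc25a13 call in Keap1-HKO mice ended without any 1 of 10 arrays, Nrf2-null replicates 2 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicates 1 and 2 (adjusted p = 0.0509 to 0.144) and with only the 2 groups compared in the fit (adjusted p = 0.192). Slc25a15 in Keap1-HKO mice had an adjusted p of 0.00103 to 0.274 over the alternatives. The Slc25a15 call in Keap1-HKO mice ended without any 1 of 10 arrays, Nrf2-null replicates 1, 2 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicate 3 (adjusted p = 0.0534 to 0.17), with the mean of the gene's probe sets (adjusted p = 0.0785), with array quality weights (adjusted p = 0.082) and with only the 2 groups compared in the fit (adjusted p = 0.274).

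In Keap1-KD mice genes of cholesterol synthesis and uptake lay lower as a group (adjusted p = 1.01e-08 from camera, and adjusted p = 0.147 with an estimated correlation) and genes of fatty acid oxidation and PPARα targets higher (adjusted p = 2.43e-06 from camera, and adjusted p = 0.0963 with an estimated correlation). By limma no member of the first list passed there; at an unadjusted p under 0.05 there were 0 higher and 3 lower, and by Duncan's multiple range test 0 higher and 2 lower. No member of the second list passed by limma in these mice either (1 higher and 0 lower adjusted over the list alone). For the second, at an unadjusted p under 0.05 there were 3 higher and 0 lower, and by Duncan's multiple range test 3 higher and 0 lower. The second list lay higher in Nrf2-null mice too (adjusted p = 0.00219 from camera, and adjusted p = 0.239 with an estimated correlation), with 1 higher and 0 lower (4 and 0 adjusted over the list alone), so that its shift as a group is not particular to Keap1-KD mice. Markers of other cell types moved in the same mice: those of Kupffer cells and macrophages lay lower (adjusted p = 0.00012 from camera, and adjusted p = 0.103 with an estimated correlation), as did those of stellate cells and fibroblasts (adjusted p = 0.000946 from camera, and adjusted p = 0.251 with an estimated correlation), while those of endothelial cells did not pass (adjusted p = 0.765 from camera, and adjusted p = 0.903 with an estimated correlation). No marker of the first 2 lists passed by limma; for the first, at an unadjusted p under 0.05 there were 0 higher and 0 lower, and by Duncan's multiple range test 0 higher and 0 lower, and for the second, at an unadjusted p under 0.05 there were 0 higher and 1 lower, and by Duncan's multiple range test 0 higher and 0 lower. Ighm, the only lymphocyte marker measured, had a log2 fold change of −3.01 (standard error 0.68, adjusted p = 0.522) in Keap1-KD mice and did not pass. It was lower there at an unadjusted p under 0.05 and by Duncan's multiple range test. Whether the share of cell types differed between the samples was not tested. In Nrf2-null mice, besides Nfe2l2, Ces1g and Gstm3, the largest falls in log2 fold change were of 9130409I23Rik at −6.21 (standard error 0.50, adjusted p = 0.000335), Fitm1, which helps to form lipid droplets, at −3.24 (standard error 0.46, adjusted p = 0.0114) and B3galt1 at −3.13 (standard error 0.34, adjusted p = 0.00216). The Nrf2-null means of 9130409I23Rik, Fitm1 and B3galt1 lay under an intensity of 100. Their falls are known only as the bounds below, and their rank among all falls is not fixed. Abcc3 at −2.90 and Aox1 at −2.77, in the same mice, had means above that intensity. Noct, which the clock controls, rose there with 3.29 (standard error 0.46, adjusted p = 0.0114). Genes that fell in Keap1-HKO mice include Spsb4 at −2.83 (standard error 0.23, adjusted p = 7.73e-05), Slc3a1 at −2.56 (standard error 0.31, adjusted p = 0.00145), Avpr1a, a vasopressin receptor, at −2.45 (standard error 0.23, adjusted p = 0.000265) and Igfbp2, which binds insulin-like growth factors, at −2.18 (standard error 0.29, adjusted p = 0.00262). Against an intensity of 100, 9130409I23Rik was at least 4.85-fold, Fitm1 3.35-fold and B3galt1 1.24-fold lower and Noct 3.72-fold higher in Nrf2-null mice, and Spsb4 was at least 1.31-fold, Slc3a1 2.57-fold and Avpr1a 2.89-fold lower in Keap1-HKO mice. 9130409I23Rik in Nrf2-null mice had an adjusted p of 6.56e-09 to 0.114 over the alternatives. The 9130409I23Rik call in Nrf2-null mice ended with values raised to an intensity of at least 100 (adjusted p = 0.114) and by Duncan's multiple range test on un-logged values. Fitm1 in Nrf2-null mice had an adjusted p of 1.77e-07 to 0.111 over the alternatives. The Fitm1 call in Nrf2-null mice ended without any 1 of 4 arrays, Nrf2-null replicates 2 and 3 and Wild-type replicates 1 and 3 (adjusted p = 0.0504 to 0.0703), with values raised to an intensity of at least 100 (adjusted p = 0.111), with only the 2 groups compared in the fit (adjusted p = 0.0671) and by Duncan's multiple range test on un-logged values. B3galt1 in Nrf2-null mice had an adjusted p of 1.35e-07 to 0.806 over the alternatives. The B3galt1 call in Nrf2-null mice ended with values raised to an intensity of at least 100 (adjusted p = 0.806). Noct in Nrf2-null mice had an adjusted p of 8.18e-05 to 0.183 over the alternatives. The Noct call in Nrf2-null mice ended without any 1 of 2 arrays, Wild-type replicates 2 and 3 (adjusted p = 0.0618 to 0.0784) and after a second quantile normalization (adjusted p = 0.183). Spsb4 in Keap1-HKO mice had an adjusted p of 1.38e-07 to 0.255 over the alternatives. The Spsb4 call in Keap1-HKO mice ended with values raised to an intensity of at least 100 (adjusted p = 0.255). On the arrays Nr1i3, which encodes CAR, had a log2 fold change of −1.69 (standard error 0.41, adjusted p = 0.203) in Nrf2-null and 1.27 (standard error 0.41, adjusted p = 0.134) in Keap1-HKO mice and did not pass. Nfe2l2 had a log2 fold change of −0.70 (standard error 0.17, adjusted p = 0.048) in Keap1-HKO mice. Nfe2l2 in Keap1-HKO mice had an adjusted p of 0.0041 to 0.24 over the alternatives. The Nfe2l2 call in Keap1-HKO mice ended without any 1 of 11 arrays, Nrf2-null replicates 1, 2 and 3, Wild-type replicates 1, 2 and 3, Keap1-KD replicates 1, 2 and 3 and Keap1-HKO replicates 1 and 2 (adjusted p = 0.0548 to 0.174), after a second quantile normalization (adjusted p = 0.0932), with each array centred on its median (adjusted p = 0.0694), with an intensity trend in the prior variance (adjusted p = 0.0605) and with only the 2 groups compared in the fit (adjusted p = 0.24).

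Splits of 3 against 3 arrays number 10, too few for a share under 0.05: the real split gave 24, 4 and 231 genes in Nrf2-null, Keap1-KD and Keap1-HKO mice, the highest other 0, 0 and 16, and 1 of 10 splits gave as many. For drug processing genes the real counts were 13, 3 and 31, the highest other 0, 0 and 0, and 1 of 10 splits gave as many. Among 100 groupings of the 12 arrays, 1 gave as many genes as the trend (539, highest other 329) and 1 as many as the overall test (283, highest other 46), so that chance groups can be excluded for both. For list tests 4 of 100 gave as many calls as the 35 of the real grouping, which is among the 4, and the other 3 gave more, with a highest other of 46. This is under the bound of 5 set beforehand, so that chance is excluded for the number of calls only narrowly. The other groupings gave 0 to 46 calls, so a call of a single list at the preset correlation does not exclude chance. With an estimated correlation 0 of the 102 list tests passed. For the trend, the overall test and the lists alike, the groupings took no account of the deviations shared by arrays of the same replicate number.

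If activation were graded along all 4 genotypes, Keap1-HKO minus Keap1-KD should correlate with wild-type minus Nrf2-null, which share no array. Across the 5856 genes r was −0.108 (Spearman −0.347), and 83 of 100 groupings lay as far from 0 (highest other −0.771), so that chance cannot be excluded. The deviations that Keap1-HKO replicate 1 and Nrf2-null replicate 1 share (r = 0.787) enter this correlation with opposite signs, and the groupings take no account of them. It turned to 0.191 without Nrf2-null replicate 1, to 0.207 without Keap1-HKO replicate 1 and to 0.209 without both, the last chosen after seeing the data. Of 5856 genes, 84 differed between Keap1-HKO and Keap1-KD mice (46 higher and 38 lower).

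Genes near a targeted gene can carry variants of the strain in which it was made. Among the 100 genes on each side, 0 of 20 measured were called beside Nfe2l2 in Nrf2-null mice (p = 1 by Fisher's exact test), 0 of 28 beside Keap1 in Keap1-KD mice (p = 1) and 1 of 28, Dpy19l1, in Keap1-HKO mice (p = 1). With 200 genes on each side these were 1 of 48, B3galt1, in Nrf2-null mice (p = 0.173 by Fisher's exact test), 0 of 46 in Keap1-KD mice (p = 1) and 2 of 46, Dpy19l1 and Thyn1, in Keap1-HKO mice (p = 0.702); Dpy19l1 and Thyn1 are named after their values were seen.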
